# Multi-omic analysis reveals dynamic changes of three-dimensional chromatin architecture during T cell differentiation

**DOI:** 10.1038/s42003-023-05141-1

**Published:** 2023-07-24

**Authors:** Ge Zhang, Ying Li, Gang Wei

**Keywords:** Immunology, Data integration, Epigenetics

## Abstract

Cell differentiation results in widespread changes in transcriptional programs as well as multi-level remodeling of three-dimensional genome architecture. Nonetheless, few synthetically investigate the chromatin higher-order landscapes in different T helper (Th) cells. Using RNA-Seq, ATAC-Seq and Hi-C assays, we characterize dynamic changes in chromatin organization at different levels during Naive CD4^+^ T cells differentiation into T helper 17 (Th17) and T helper 1 (Th1) cells. Upon differentiation, we observe decreased short-range and increased extra-long-range chromatin interactions. Although there is no apparent global switch in the A/B compartments, Th cells display the weaker compartmentalization. A portion of topologically associated domains are rearranged. Furthermore, we identify cell-type specific enhancer-promoter loops, many of which are associated with functional genes in Th cells, such as *Rorc* facilitating Th17 differentiation and *Hif1a* responding to intracellular oxygen levels in Th1. Taken together, these results uncover the general patterns of chromatin reorganization and epigenetic landscapes of gene regulation during T helper cell differentiation.

## Abstract (web summary)

Multi-omic analysis of differentiating naive T cells highlights dynamic changes in three-dimensional chromatin architecture that occur during T helper cell differentiation.

## Introduction

In response to an infection, a wide range of cells in innate and adaptive immune systems are activated, and then they collaborate to control and eliminate invading pathogens^1,2^. In immune response, naive CD4^+^ T cells, whose development is precisely regulated by environment and transcription factors, play a critical role. These cells, in particular, can differentiate into specialized subsets of T helper (Th) cells including Th1, Th2, Th17, follicular helper T (Tfh) and regulatory T (Treg) cells^3,4^. Th17 cells, which produce IL-17 in general, are important in tissue inflammation and autoimmunity like psoriasis, Crohn’s disease and multiple sclerosis^5–8^. RORγt (retinoic-acid-receptor-related orphan receptor gamma t), which is encoded by *Rorc*, a lineage-specific transcription factor, regulates Th17 development and maintains state of Th17 cell differentiation^9,10^. To engage in cellular immunity against intracellular microorganisms, Th1 cells produce IFN-γ^4^. Th1 differentiation is primarily induced by the cytokines IL-12 and IFN-γ and is mediated by the signal transducer and activator of transcription 4 (Stat4), Stat1, and the T box transcription factor T-bet^11–13^. However, Th17 cells can readily switch to other T helper cell programs under certain cytokine conditions, which means the plasticity of Th17 cells makes them convert into other T cells like Th1 and Th2^4^. The immune system has evolved to respond to environmental stimuli.

T cell activation causes context-specific gene expression programs that promote biosynthesis and energy generation, cell cycle progression, and ultimately cell differentiation. Previous research has shown that epigenetic mechanisms play roles in T cell differentiation in the context of the immune microenvironment^14,15^. T cell activation is associated with significant alterations in chromatin structure, as evidenced by a marked remodeling of local or global chromatin structure^16–20^. T cell activation also causes genome-wide changes in genome topology and gene-regulatory interactions in humans^21^. For instance, SATB1-dependent regulatory chromatin loops shape the enhancer network of developing T cells^22^. CTCF binding sites even stabilize mouse Th2 specific long-range enhancer-promoter (E-P) loops^23^. CTCF-mediated insulation enables direct interactions between the MYC promoter and a distal super-enhancer according to studying 3D chromatin landscapes in human T cell acute lymphoblastic leukemia^24^. Though numerous efforts to dissect the epigenomic regulation in various T cells, we still lack integrative knowledge of how alterations in the local and global chromatin structure coordinate gene expression in different T helper cells. Also, there has less knowledge to uncover the conservation of chromatin organization during T cell activation for combining human and mouse resources.

Here, we utilize gene expression quantified by RNA-Seq, local chromatin accessibility measured by ATAC-Seq, and higher-order chromatin architecture captured by Hi-C to dissect the multi-omics changes of T cell differentiation. We compare and integrate the higher-order chromatin structure information of human and mouse T cells. We identify numerous cell-type specific E-P loops to define the epigenetic landscapes upon T cell differentiation, including loci such as *Rorc* in Th17 and *Hif1a* in Th1. Interestingly, a series of analyses shows a trend in which many Th17 characteristics fall between Naive and Th1, which is consistent with the degree of differentiation across three T cells. Therefore, our findings provide a foundational resource and reference to illustrate the chromatin architecture traits during T cell differentiation in-depth.

## Results

### High-quality data from sequenced libraries

T cell differentiation causes extensive epigenetic changes^25–28^. To investigate the chromatin conformation dynamics of Naive differentiation into Th17 and Th1, we first isolated non-activated Naive CD4^+^ T cells (Naive) from mice and differentiated the cells into Th17 and Th1 under the specific polarization conditions. Then, we integrated RNA-Seq, ATAC-Seq and Hi-C assays to characterize the epigenome landscapes during T cell differentiation (Supplementary Fig. 1). Two independent biological replicates were used for each cell line across above three genomics techniques. 

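For RNA-Seq, 6 libraries were sequenced, 2 each from mouse Naive cells and from Th17 and Th1 cells polarized in culture for 5 days. The authors aligned the reads to mm10 with Hisat2 and counted the reads on each gene with HTSeq, and the deposited values are these raw counts for each library, without normalization. The methods state that duplicates were removed and that HTSeq was run with default parameters. The supplementary code holds no step that removes duplicates and runs HTSeq with the option for reverse-stranded libraries. The counts cover 24223 genes given by symbol, of which 6377 had no count in any library. RefSeq lists 19385 of them as protein-coding, 1817 as lncRNA and 1173 as miRNA. Coordinates were taken from GENCODE vM21 on GRCm38, the assembly also called mm10, for the 23059 genes with the same symbol there. Genes with few counts were removed by edgeR's filterByExpr, which left 13607 genes, and the counts were scaled by edgeR's TMM method. Each pair of cell types was compared with edgeR's quasi-likelihood F-test in a single model of all 6 libraries with cell type as the only term. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change above 1, the thresholds that the paper applied with DESeq2. Expression values are CPM, a gene's counts relative to the TMM-scaled total of its library, as mean ± SD over the replicates. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value under 0.333, so p-values for single genes come only from the model across all genes. Sequenced reads are not independent molecules, so the depth of the libraries describes counting error only.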

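Pearson's r of log2 CPM between replicates was 0.97 for Naive, 0.978 for Th17 and 0.975 for Th1, computed across the genes tested. Between libraries of different cell types, r ranged from 0.860 to 0.928. Genes are not independent replicates, so no p-value is given for these correlations. The setting that moved them most, chosen after seeing the data, was log2 of the DESeq2-normalized count plus 1 over all genes, with which the lowest r between cell types was 0.953. In a principal component analysis of the 500 most variable genes, PC1 held 59.0% and PC2 34.9% of the variance. The Naive libraries lay at -56.4 and -60.8 on PC1, the Th1 libraries at 6.83 and -2.41, and the Th17 libraries at 52.8 and 60.0. On PC2, the Th1 libraries lay at -46.8 and -54.6, and the other 4 libraries between 17.4 and 31.2. With all 13607 genes in the analysis, PC1 held 45.1% of the variance.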

The results showed that the data were of high quality and reproducibility, including principal component analysis or Pearson correlation analysis of normalized reads at the corresponding omics layers, and reproducibility analysis of the Hi-C data at the compartment and topologically associated domain (TAD) levels (Supplementary Fig. 2 and Supplementary Fig. 3a-b). In brief, a total of ~100 million reads per pooled cell line were mapped for RNA-Seq by Hisat2^29^ with alignment rates ~93% per biology replicate (Supplementary Table 1); 26262, 32662, 35221 chromatin accessible regions were identified by ATAC-Seq in Naive, Th17 and Th1 cells, respectively; and a total of ~101 to ~186 million valid pairs per replicate were generated from the Hi-C data (Supplementary Table 2).

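The depth of RNA-Seq differed between the replicates of each cell type. The reads counted on genes numbered 64826757 and 18608805 in Naive replicates 1 and 2, 59973041 and 17742158 in Th17, and 69080017 and 18347752 in Th1. These are between 77.5% and 82.8% of the mapped reads that the paper reports for the same libraries. Replicate 1 held 77.7% of the counts of the pooled Naive libraries, 77.2% for Th17 and 79.0% for Th1. In each cell type more genes had a count in replicate 1, with 16021 against 14718 genes in Naive, 16472 against 14942 in Th17 and 15659 against 14059 in Th1. *Eef1a1* had the most counts in every library, between 1.25% and 2.39% of the total. A gene with 3 counts, taken as the limit of detection, stands at 0.0440 CPM in Naive replicate 1 and at 0.190 CPM in Th1 replicate 2, the lowest and highest of these limits.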

### Widespread changes induced by T cell differentiation in gene expression and chromatin accessibility

The large-scale changes in gene expression and chromatin accessibility during T cell differentiation are T cell-type specific^20^. 

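Among the 13607 genes tested, 545 were up-regulated and 194 down-regulated in Th17 compared with Naive. In Th1 compared with Naive, 631 genes were up-regulated and 383 down-regulated. Between Th1 and Th17, 367 genes were higher and 385 lower in Th1. Without the filter on low counts, 951 genes were down-regulated in Th17 compared with Naive, and 840 at an adjusted p-value under 0.05 in place of 0.01. Of the genes called in both comparisons with Naive, 328 changed in the same direction and 15 in opposite directions. The log2 fold changes of the comparisons with Naive had a Pearson's r of 0.58 across genes. Both comparisons share the Naive libraries, and in 20 simulated data sets with no difference between cell types this sharing alone gave a mean r of 0.50.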

Firstly, we specifically identified differentially expressed genes (DEGs) among three cell lines by comparing RNA-Seq data. The genes that were up- or down-regulated in expression in only one cell type were defined as cell-type specific DEGs. 

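A gene was counted as specific to a cell type when it was called in the same direction against each of the other 2 cell types. This gave 106 up-regulated and 222 down-regulated genes in Naive, 207 and 37 in Th17, and 224 and 80 in Th1. With DESeq2 in place of edgeR, the up-regulated genes were 270 in Naive, 399 in Th17 and 464 in Th1, and they included 102, 199 and 223 of the genes above. The down-regulated genes by DESeq2 were 438, 160 and 276. In each set, the genes with the largest changes were taken by the smaller of their log2 fold changes, among genes with more than 3 counts in every library. In Naive these were *Aqp1*, *Car1* and *Ces2g* for the up-regulated genes, each several times higher in replicate 1 than in replicate 2. *Aqp1* had 288 CPM in Naive replicate 1 and 39.0 CPM in replicate 2, and was lower in Th17 by a log2 fold change of -9.02 (standard error 1.05). The Naive down-regulated genes were led by *Gp49a*, *Lilrb4* and *Cysltr1*. For Th17, *Chil3*, *Lpl* and *Cd300lf* led the up-regulated genes and *Fos*, *D8Ertd82e* and *Samd3* the down-regulated genes. *Chil3*, on chromosome 3 from 106147554 to 106167564, had 207.2 ± 0.993 CPM in Th17 and 0.989 ± 0.698 CPM in Naive, a log2 fold change of 7.58 (standard error 0.52, adjusted p = 5.3e-05). A list of 16 neutrophil granule genes to which *Chil3* belongs had a median log2 fold change of 4.84 in the same comparison. *Lpl* differed between the Th17 replicates, with 18.6 and 154 CPM. For Th1, *Prg2*, *Spsb1* and *Cd24a* led the down-regulated genes, and *Tmem151b* and *Tmem106a* were among the leading up-regulated genes. *Tmem151b*, on chromosome 17 from 45541952 to 45549677, had 33.5 and 89.3 CPM in the Th1 replicates and 0.361 ± 0.0909 CPM in Naive, a log2 fold change of 7.32 (standard error 0.68, adjusted p = 1.7e-04).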

In general, 297, 392 and 479 up-regulated genes and 611, 198 and 444 down-regulated genes were identified in Naive, Th17 and Th1, respectively (Fig. 1a). Th17 up-regulated DEGs were involved in leukocyte mediated immunity, which was consistent with the fact that Th17 mediated immune responses against extracellular bacteria and molds by secreting interleukins. 

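The enrichment in the paper was made with Metascape. The counts were tested here with a list of 25 Th17 effector genes written by hand, not taken from a gene ontology term, of which 24 were tested. Their median log2 fold change in Th17 was 3.62 compared with Naive, with 23 of 24 genes higher, and 1.26 compared with Th1, with 20 of 24 genes higher. By camera with an inter-gene correlation of 0.01, the adjusted p-values over the 14 list comparisons were 1.2e-31 and 5.3e-14. By fry, they were 0.0027 and 0.0011. In Th17 compared with Naive, 16 genes of the list were called up-regulated and 0 down-regulated, and 17 and 1 when adjusted over the list alone. With the 3 genes at the limit of detection in Naive set at the bound that this limit gives, the median compared with Naive was again 3.62. The largest changes among genes with more than 3 counts in every library were those of *Ltb4r1* (log2 fold change 5.66, standard error 0.41), *Il21* (4.59, standard error 0.36) and *Il1r1* (3.98, standard error 0.34). Compared with Th1, *Il10* and *Il6st* were lower in Th17, with log2 fold changes of -3.06 and -2.90.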

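For Th1, a list of 48 interferon and virus response genes and a list of 22 Th1 effector genes, also written by hand, were tested. All 48 genes of the first list were higher in Th1 than in Th17, with a median log2 fold change of 2.03, and 43 were higher than in Naive, with a median of 1.07. The adjusted p-values were 4.2e-26 and 6.1e-11 by camera, but 0.047 and 0.10 by fry, so that neither comparison passed 0.01 by fry. Th1 replicate 1 carried much of the difference. Without it, the medians were 1.18 compared with Th17 and 0.26 compared with Naive. Of the 48 genes, 21 were called compared with Th17, and 34 when adjusted over the list alone. Compared with Naive, 11 genes were called, and 17 when adjusted over the list alone. The Th1 effector genes had a median log2 fold change of 2.04 compared with Naive and 1.54 compared with Th17, each with an adjusted p-value of 0.0011 by fry. The largest changes from Naive in that list, among genes with more than 3 counts in every library, were those of *Il12rb2* (log2 fold change 6.35, standard error 0.37) and *Gzmb* (6.34, standard error 0.55).

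**Figure D1:**
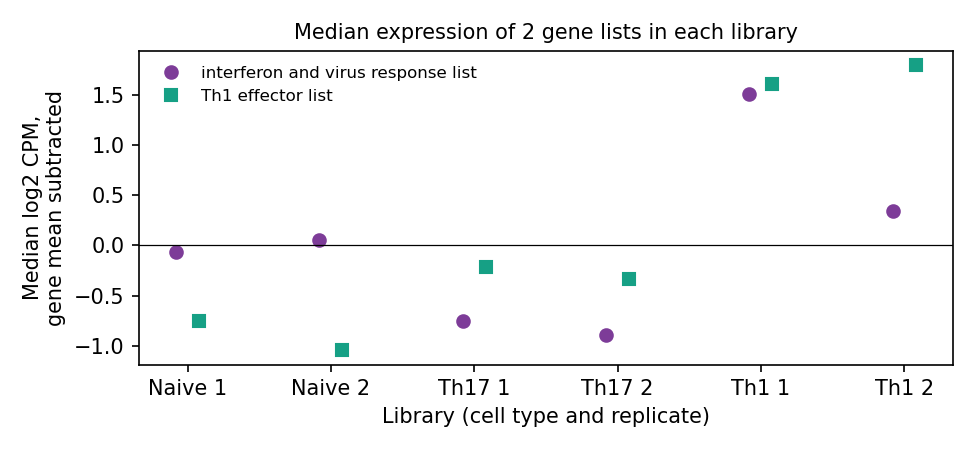
Median log2 CPM of the interferon and virus response genes (circles) and of the Th1 effector genes (squares) in each library, after the mean of each gene over the 6 libraries was subtracted. The interferon and virus response genes stand at 1.51 in Th1 replicate 1 and 0.35 in replicate 2, and the Th1 effector genes at 1.61 and 1.79.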

Correspondingly, Th1 up-regulated DEGs were enriched in the regulation of defense response and virus response (Supplementary Fig. 3c), which was consistent with the role of Th1 in the immune response against intracellular bacteria and protozoa. These results indicate that the cell-type specific DEGs caused by T cell differentiation play important roles in the immune response and specific physiological functions.

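The Th17-specific up-regulated genes held 10 of the 24 Th17 effector genes tested, 41.7% of that list, against 1.52% of all genes tested. Genes of other cell types were also in this set. It held 9 of 16 neutrophil granule genes, 5 of 14 macrophage and dendritic cell genes and 2 of 10 mast cell and basophil genes tested. *Chil3*, *Cebpe* and *Cybb* among these had been seen before the lists were tested. So the set cannot be read as a program of Th17 cells alone. The Th1-specific up-regulated genes held 9 of the 22 Th1 effector genes (40.9%) and 9 of the 48 interferon and virus response genes (18.8%), against 1.65% of all genes tested. The Th17-specific down-regulated genes held 5 of the Th1 effector genes (22.7%) and 5 of the interferon and virus response genes (10.4%), against 0.272%. Of the interferon and virus response genes, 37 were lower and 11 higher in Th17 than in Naive. So part of their difference between Th1 and Th17 lay in lower values in Th17. None of the 20 genes of a list of naive T cell genes was among the Naive-specific up-regulated genes, which were 0.779% of all genes tested. From the functions enriched among the Th17 and Th1 up-regulated genes, the paper concludes that cell-type specific DEGs have important roles in the immune response.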

**Fig. 1:**
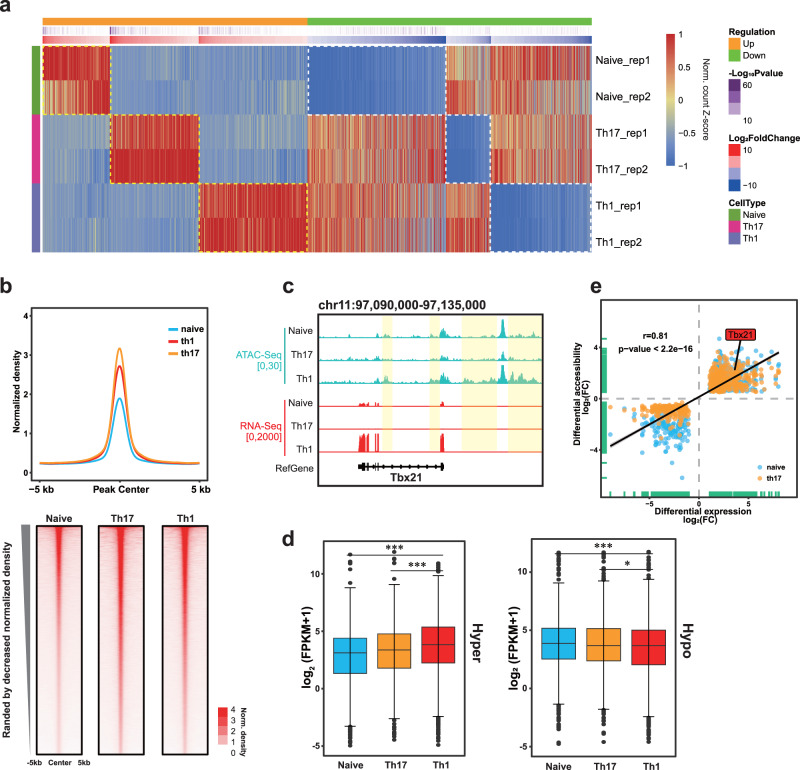
Extensive changes in transcriptome and local chromatin structure caused by T cell differentiation. **a** Heatmap of cell-type specific differentially expressed genes (DEGs) ordered by decreased log_2_FoldChange per group identified from DESeq2. Colors indicate the normalized count z-score in each cell-type specific DEG across all T cell types. DEGs are filtered by adjusted p-value < 0.01 and |log_2_(FoldChange)|>1. Yellow dashed boxes represent cell-type specific up-regulated genes, while white dashed boxes represent cell-type specific down-regulated genes. **b** Profiles of ATAC-Seq normalized density around peak center ±5 kb. **c** The genomic tracks show ATAC-Seq (green) and RNA-Seq (red) signals around *Tbx21* locus. Th1-specific hyper-accessible regions are shaded with yellow. **d**. Boxplots of expression of Th1-specific hyper- or hypo- accessible regions nearest genes, values are based on log_2_(FPKM + 1). The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by paired Wilcoxon test, * < 0.05, ** < 0.01,*** < 0.001. **e** Correlation analysis of DARs and their nearest DEGs that were simultaneously up- or down-regulated in Th1. Each dot represents a gene that is significantly differentially expressed and associated with chromatin accessibilities changed compared to Naive (blue) or Th17 (orange). The Pearson correlation coefficient (r) and the corresponding P value are shown.

Then, we examined the changes of local chromatin accessibility and found that the peak density of accessible chromatin regions increased (Fig. 1b), which was consistent with previous report that T cell differentiation led to increased chromatin accessibility^20^. We defined the cell-type specific differentially accessible regions (DARs) including hyper- and hypo-accessible regions. In general, 4428, 6119 and 7123 hyper-accessible regions and 2449, 2617 and 2405 hypo-accessible regions were identified in Naive, Th17 and Th1 cells, respectively (Supplementary Fig. 3d). The functional enrichment analysis of cell-type specific hyper-accessible regions using GREAT^30^ revealed that Th17 specific hyper-DARs were associated with T cell differentiation, while Th1 specific hyper-DARs were enriched in the function of immune response (Supplementary Fig. 3c). When we annotated the cell-type specific hyper-accessible regions to the nearest transcription start site of genes by HOMER^31^, these open chromatin sites were mainly located in the vicinity of functional genes. For example, Naive cells displayed hyper-accessibilities near Kruppel-like factor 4 (*Klf4*) locus which was highly expressed in Naive T cells but down-regulated upon T cell activation^2^. 

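*Klf4* lies on chromosome 4 of GRCm38 from 55527143 to 55532466. Its expression was 4.76 ± 0.847 CPM in Naive, 1.18 ± 0.221 CPM in Th17 and 1.59 ± 0.710 CPM in Th1 (SD, n = 2 each), from 18 to 365 counts per library. The log2 fold change was -2.00 in Th17 (standard error 0.53, adjusted p = 0.032) and -1.63 in Th1 (standard error 0.52, adjusted p = 0.063) compared with Naive, and neither passed 0.01 in edgeR's test. DESeq2 called the difference between Th17 and Naive but not that between Th1 and Naive. Both Naive libraries had more CPM than each of the other 4 libraries.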

Th17 cells showed increased accessibilities around RAR-related orphan receptor gamma (*Rorc*) locus which had critical functions for Th17 differentiation (Supplementary Fig. 3e). Similarly, Th1 cells showed increased accessibilities near the T-box 21 (*Tbx21*, known as T-bet) locus which was lineage-determining factor for Th1 (Fig. 1c). This is in line with previous studies^20^ that T cell differentiation leads to lineage-specific changes in local chromatin accessibility.

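*Tbx21* lies on chromosome 11 from 97098071 to 97115331. It had 148 ± 14.4 CPM in Th1, 22.1 ± 1.75 CPM in Naive and 3.65 ± 1.32 CPM in Th17. The log2 fold change was 2.75 in Th1 compared with Naive (standard error 0.31, adjusted p = 4.6e-04) and 5.31 compared with Th17 (standard error 0.35, adjusted p = 7.5e-05). In Th17, *Tbx21* was also lower than in Naive, with a log2 fold change of -2.57 (standard error 0.32, adjusted p = 8.5e-04). With each library left out in turn, the change in Th1 compared with Naive stayed between 2.64 and 2.88.

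**Figure D2:**
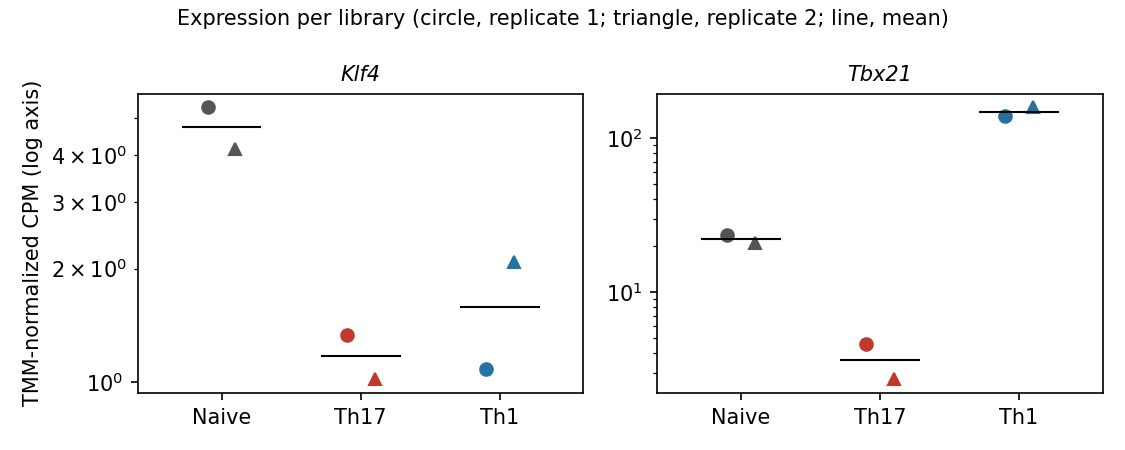
Expression of Klf4 and Tbx21 in TMM-normalized CPM on a logarithmic axis, with replicate 1 as a circle, replicate 2 as a triangle and the mean as a line for Naive, Th17 and Th1. The Th1 libraries have 138 and 158.5 CPM of Tbx21.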

To examine the potential relationship between DARs and DEGs, we performed statistical analysis of the expression of genes nearest cell-type specific DARs and focused on the correlation of simultaneously increased and decreased DARs and DEGs in a cell-type specific manner in three kinds of T cell. Consistent with previous studies^32^, we found that the genes in open chromatin regions tended to have higher expression levels (Fig. 1d and Supplementary Fig. 3f), and the changes in cell-type specific DARs and DEGs were positively correlated (Fig. 1e and Supplementary Fig. 3g).

### Global alterations in *cis* chromatin interactions during T cell differentiation

To explore the dynamics of the three-dimensional chromatin structure during T helper cell differentiation. We first examined the proportion of *cis* chromatin interactions in non-activated and activated T cells. The result showed that the total *cis* interactions were markedly increased in the activated T cells (Fig. 2a and Supplementary Fig. 4a). To scrutinize the distribution of intra-chromosomal contacts in detail and preclude the distance effect, we performed the Relative Contact Probability analysis described by Lieberman-Aiden et al.^33^ to compute the contact probability as a function of genomic distance (*P(s)*). For murine T cells, short-range (<2 Mb) and intermediate-range (2–10 Mb) interactions were increased in Th cells, while the curve steeply declined once the genomic distance exceeded ~80 Mb (extra-long-range interactions) (Fig. 2b). Similarly, the activated cells had more short-range interactions and fewer long-range interactions than the resting in human T cells, with a rapid drop-off at ~12 Mb (Supplementary Fig. 4b), which was consistent with the findings during B cell activation^34^. To better capture short-range interactions, we then calculated the ratio of normalized interaction frequencies over genomic distance greater and less than 2 Mb for each chromosome and discovered that the ratio was significantly lower in Th cells (Fig. 2c). When the cells were activated, the typical checkerboard pattern of compartments visually shrunk away from the diagonal, indicating increased interaction frequencies at short-range distance scales and decreased interaction frequencies at extra-long-range distance scales (Fig. 2d and Supplementary Fig. 4c, d). In overall, T cell activation and differentiation results in globally increased short-range and decreased long-range *cis* interactions.

**Fig. 2:**
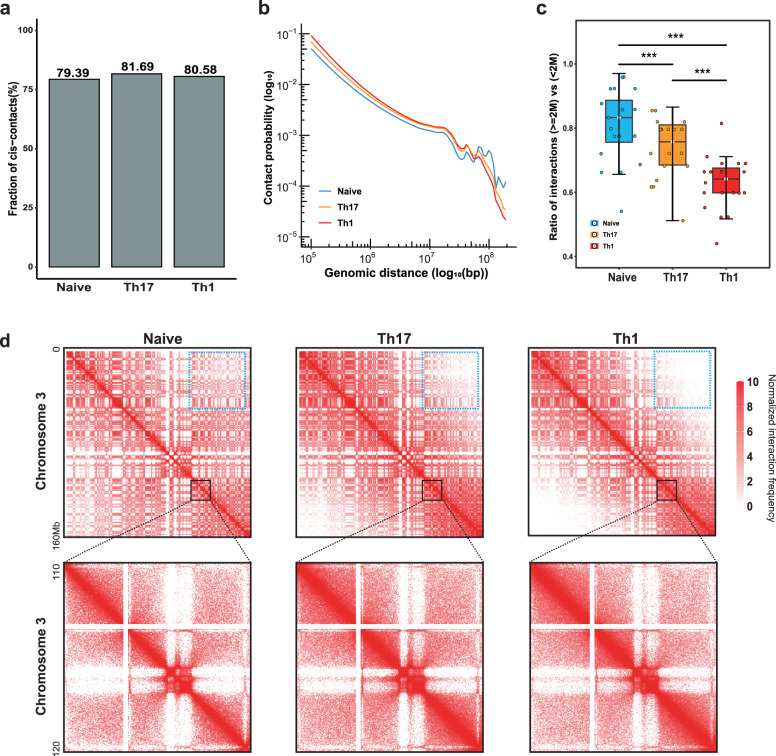
T cell differentiation leads to increased short-range and decreased extra-long-range chromatin interactions. **a** Fraction of *cis* chromatin contacts. **b** The chromatin contact probabilities (*P(s)*) relative to genomic distance for Naive, Th17 and Th1, respectively. **c** Boxplot of interactions ratio of (>= 2 Mb)/(< 2 Mb). The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by paired Wilcoxon test, *< 0.05, **< 0.01, ***< 0.001. **d** Hi-C produces a genome-wide contact matrix. The normalized Hi-C interaction frequencies (100-kb bin, chromosome 3) in each sample. Zoomed-in views (40-kb bin) are also shown. Each pixel represents all interactions between a 100-kb (or 40-kb) locus and another 100-kb (or 40-kb) locus; intensity corresponds to the ICE normalized values (0–10); the blue dotted box indicates extra-long-range (> 80 Mb) regions.

### Weaker compartmentalization in T helper cells

To further investigate the chromatin structure dynamics, we next examined the compartment level of T cells. It is well established that rearrangement of chromosome A/B compartments is influenced by lineage differentiation^35^. In each cell line, the genome was divided into about 50% A and 50% B compartments (Supplementary Fig. 5a). When naive cells were differentiated into various Th cells, we only discovered a small proportion of compartments that were switched (Fig. 3a and Supplementary Fig. 5b). A-compartments were typically associated with open chromatin, whereas B-compartments were associated with closed chromatin^33^. Consistent with previous reports^21,35^, the proportion of regions switched from A to B had lower gene expression, whereas regions switched from B to A had higher gene expression (Supplementary Fig. 5c). This subtle switchable pattern suggests that T cell differentiation has modest effect on the A/B compartment switch. Then, we investigated *cis*-interactions between A- and B- compartments to interpret changes in compartmentalization. When compared to naive cells, intra-compartment interactions (A-A or B-B, *cis*) decreased while inter-compartment interactions (A-B, *trans*) increased. Furthermore, Th17 had more intra-compartment interactions and fewer inter-compartmental interactions than Th1 (Fig. 3b). This phenomenon could be further investigated using compartment strength, which refers to the proportion of intra- versus inter-compartment interactions calculated separately for each chromosome^36,37^. In comparison to Naive cells, Th17 and Th1 showed the reduced compartmentalization (Fig. 3c). Similarly, we also found that compartmentalization strength was weakened during human T cell activation (Supplementary Fig. 5d, e). These findings indicate that while T cell activation and differentiation do not extensively convert A/B compartments, they do lead to the reduced compartmentalization strength in activated cells compared to non-activated cells.

**Fig. 3:**
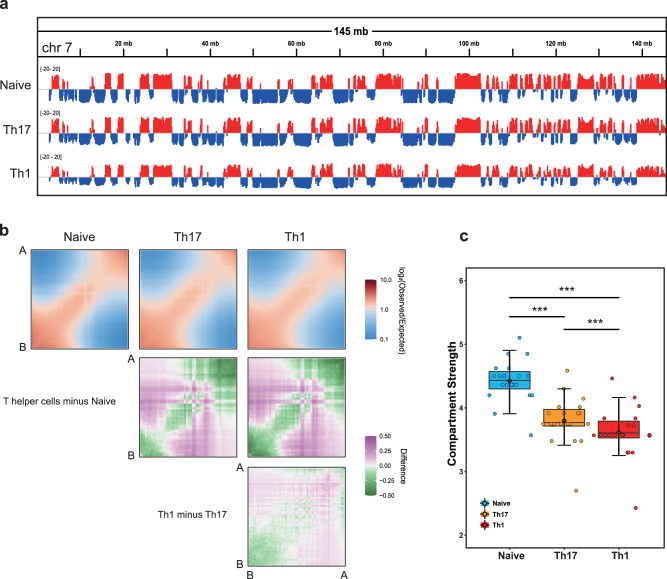
Differences in compartmentalization. **a** The first principal component (PC1) values calculated from the Hi-C data (100-kb bin) in Naive, Th17 and Th1 cells along chromosome 7 indicate the stability of the A/B compartments. **b** Saddle-plots and differential saddles are displayed. Bins are assigned to fifty deciles based on PC1 values, average observed/expected distance-normalized scores for each pair of deciles are simultaneously calculated. **c** Boxplot of the compartmentalization-strength per chromosome-arm (dots). The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by paired *t*-test, *< 0.05, **< 0.01, ***< 0.001.

### T cell differentiation induces TAD rearrangement

We observed the increase of short-range interactions, which could be attributed to the gain of TADs^38–40^. Therefore, we then checked the structural change on TAD level. Upon T cell activation, TADs appeared to be increased in number but smaller in size than those in non-activated T cells (Fig. 4a, b and Supplementary Fig. 6a, b), which was consistent with the previous report^21^. Since TADs had different sizes, we thus performed the Aggregate TAD Analysis (ATA) to rescale them to a uniform size to compare intra-TAD contacts across different T cells. The ATA analysis revealed the increased intra-TAD contacts in activated T cells (Fig. 4c and Supplementary Fig. 6c). In Naive, Th17 and Th1 cells, we identified 2266, 2473 and 2285 TAD boundaries, respectively and most boundaries were conserved across cell types (Fig. 4d and Supplementary Fig. 6d). According to the insulation score^40^ analysis which can reflect boundary intensity, boundary insulation was weakened in activated T cells (Fig. 4e and Supplementary Fig. 6e). Together, these observations imply TADs undergo global changes upon T cell activation.

**Fig. 4:**
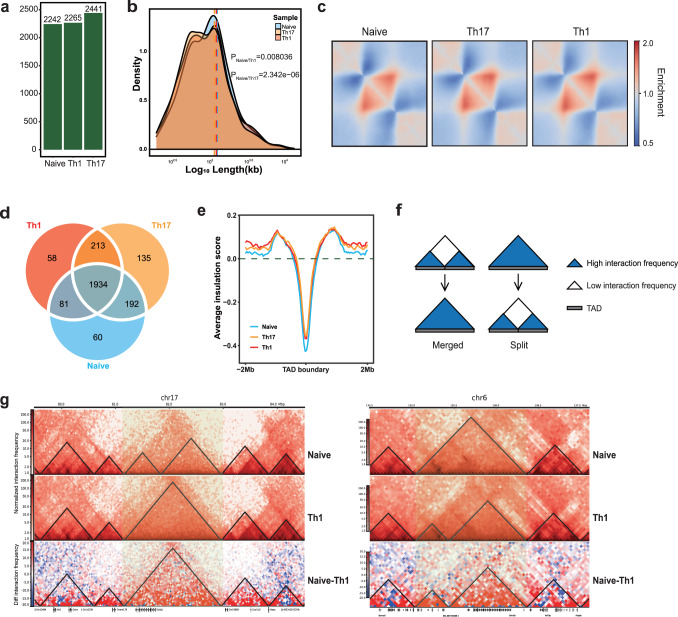
T cell differentiation results in TAD rearrangement. **a** TAD number of each sample (pooled data from two biological replicates of each sample). **b** Density plot shows TAD length distribution. The dotted lines represent the mean TAD length, *p* values are calculated by unpaired Wilcoxon test. **c** Rescaled observed/expected pileups of TADs at 40-kb resolution. **d**. Overlap of TAD boundaries. **e** The average insulation scores around TAD boundaries (± 2 Mb). **f** Schematic depicts TAD and TAD boundaries alteration events. **g** Heatmap of the Merged and Split events between Naive and Th1. The yellow box indicates the area where the event occurs.

Previous studies revealed the Merged and Split events are the most disruptive changes in 3D structure^24,41,42^. Merged represents two smaller TADs in Naive fused into one larger TAD in Th cells, while Split is the inverse event of Merged (Fig. 4f, g and Supplementary Fig. 6f). TADs are conserved across cell types and species^38,43^. We found that Th17 and Th1 had 80 and 79 Merged and Split events in common, respectively (Supplementary Fig. 6g, h). It prompted us to investigate whether TADs were also homologous in mouse and human activated T cells. Indeed, higher-order structure in mouse and human syntenic regions was quite similar (Supplementary Fig. 7), implying that genome structure in T cell activation was conserved beyond primary sequences in DNA. Taken together, these results suggest that T cell activation and differentiation lead to TAD rearrangement which is conserved across Th cells and species.

### Chromatin interactions in response to T cell differentiation

High-order chromatin structure plays important roles in gene regulation^44,45^. Gene transcription could be modulated by regulatory elements located in the loop anchors, such as typical enhancer clusters. And loops between promoters and enhancers are strongly associated with gene activation^46^. Therefore, we identified loops at 10-kb and 25-kb resolutions using HiCCUPS^46^ to connect changes in 3D genome structure with gene regulation. We identified 5072, 6037 and 4189 loops in Naive, Th17 and Th1 cells, respectively. Loops across cell lines were of high conservation^46^. In contrast to loops in naive cells, the loops in the two Th cells showed more similarity (Fig. 5a and Supplementary Fig. 8a). We further divided loops into Gained, Lost and Common for T helper cells. And the Aggregate Peak Analysis provided a characterization of three groups of loop density enrichment by aggregating small portions of the Hi-C matrix from a two-dimensional set of locations to get a genome-wide impression^43,46^. The intensity of interaction frequency between groups showed significant differences (Fig. 5b, c and Supplementary Fig. 8b, c).

**Fig. 5:**
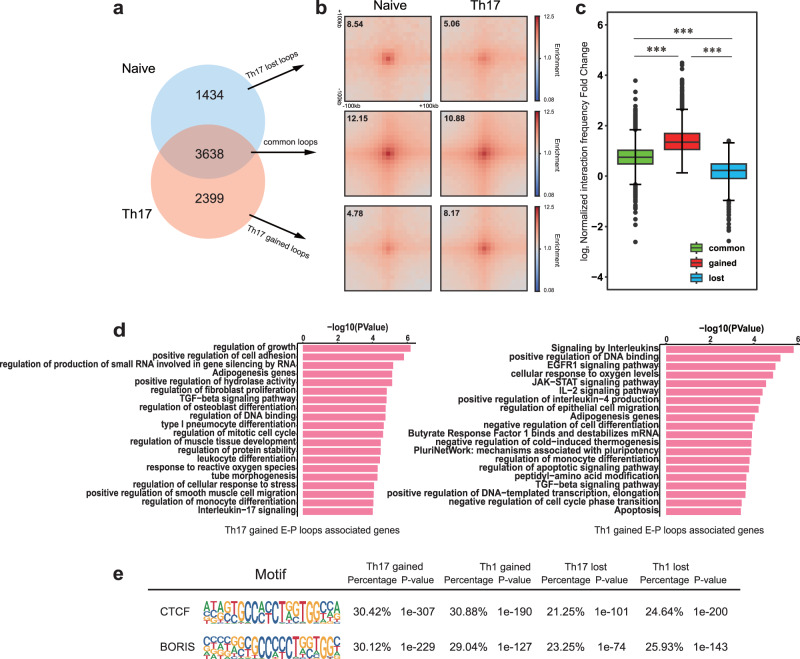
T cell differentiation brings about genome-wide changes in chromatin interactions. **a** Venn diagram shows number of loops in Naive and Th17 cells. **b** Aggregate peak analysis (APA) at 10-kb resolution plots display the average Hi-C signal at chromatin loops that are lost, gained, and common during differentiation from Naive to Th17. The enrichment value in the central pixel is displayed on top left for reference. **c** The boxplot shows the log_2_ normalized interaction frequency fold change (Th17/Naive) for the three groups in **a**. The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by unpaired Wilcoxon test, ***< 0.001. **d** Enrichment analysis of genes associated with E-P gained loops. **e**. The top two motifs within ATAC-Seq peaks associated with E-P loops.

To detect cell-type specific E-P loops, we took advantage of ATAC-Seq data to divide the accessible chromatin regions into promoter and non-promoter (the putative enhancer clusters) regions. We then looked at the Th-specific E-P loops and performed enrichment analysis of genes associated with them. The genes associated with Th17-gained E-P loops were enriched in leukocyte differentiation and interleukin-17 signaling, while genes associated with E-P loops acquired by Th1 were involved in signaling by interleukins and cellular response to oxygen levels (Fig. 5d). Both Th17- and Th1-lost E-P loops associated genes participated in T cell receptor (TCR) signaling pathway (Supplementary Fig. 8d). These results indicate that T helper cells with a variety of physiological functions could regulate gene expression via chromatin interactions and genes associated with Th-specific E-P loops are relevant with activation of certain specific genes in T helper cells.

CCCTC-binding factor (CTCF) is essential to define TAD boundaries and to facilitate the formation of insulated chromatin loop structures^47^. Previous research has found that CTCF binding at loop anchors can connect enhancers and promoters and positively correlate with gene activation in Th2 cells^23^. We discovered that CTCF binding sites were enriched around loops we identified (Supplementary Fig. 8e). To investigate the role of CTCF in the formation of Th cell-type specific E-P loops, we measured CTCF enrichment adjacent to loop anchors, and found that CTCF densities associated with gained- and lost-loops differed. (Supplementary Fig. 8f). Additionally, both gained- and lost- loops were associated with CTCF and BORIS binding motifs (Fig. 5e). These findings suggest that CTCF binding sites may be involved in establishing chromatin loops during T cell differentiation.

### Cell-type specific enhancer-promoter loops in T helper cells

Enhancers and promoters can be located on both sides of the loop and promote gene expression^46^. Therefore, we continue to examine the role of Th-specific E-P interactions whose changes on CTCF binding or distal enhancers occurred around loop anchors. In particular, we found that the promoter of *Rorc* was bound by CTCF only in Th17 cells and interacted with enhancer clusters ~80-kb downstream to form a chromatin interaction in Th17 but absent in Naive and Th1 cells (Fig. 6a–d). RORγt has been identified as a lineage-specific transcription factor that promotes Th17 cell differentiation and proliferation. The dynamic regulation of RORγt expression, stability, and activity determines Th17 function^9^. c-Maf increases Il4 expression in Th2 cells and influences Th17 and Tfh cell differentiation^48^. A Th17-specific E-P loop was also detected at *Maf* locus (Supplementary Fig. 9a-d) which connected the upstream Th17 specific enhancer in Th17 but not in Th1 cells. 

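*Maf* lies on chromosome 8 from 115682942 to 115707794. It had 199 ± 115 CPM in Th17, 107.5 ± 59.2 CPM in Th1 and 90.6 ± 4.74 CPM in Naive (SD, n = 2 each). The Th17 replicates differed, with 280 and 118 CPM, and so did the Th1 replicates, with 149 and 65.6 CPM. The log2 fold change in Th17 compared with Naive was 1.14 (standard error 0.46, adjusted p = 0.11), and that in Th1 compared with Th17 was -0.89 (standard error 0.45, adjusted p = 0.20), so that neither difference was called. Without Th17 replicate 1, the change in Th17 compared with Naive fell to 0.38 and that in Th1 compared with Th17 was -0.13. The change in Th1 compared with Naive was 0.25 (standard error 0.45), and it was -0.43 without Th1 replicate 1.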

HIF-1α (hypoxia-inducible factor 1α) is a Th1 determinant whose activity promotes glycolysis under hypoxia^49^. The upstream enhancer formed a ~ 50-kb E-P interaction with the promoter of *Hif1a*. CTCF binding was observed at both anchors of this loop only in Th1 cells (Fig. 6a–d). Compared to Naive and Th17 cells, the interaction frequencies and expression of *Hif1a* locus in Th1 were also increased (Fig. 6a, b). 

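*Hif1a* lies on chromosome 12 from 73901375 to 73947530. Its expression was 1108 ± 49.4 CPM in Th1, 507.0 ± 15.5 CPM in Th17 and 109 ± 23.5 CPM in Naive (SD, n = 2 each), so that the difference between Th1 and Th17 was larger than the spread between replicates. Compared with Naive, the log2 fold change was 3.34 in Th1 (standard error 0.31, adjusted p = 1.8e-04) and 2.21 in Th17 (standard error 0.30, adjusted p = 0.0014). In Th1 compared with Th17 it was 1.13 (standard error 0.29, adjusted p = 0.029), which was not called in edgeR's test and was called by DESeq2. A hand-written list of glycolysis and hypoxia genes, 24 of them tested, had median log2 fold changes of 1.97 in Th1 and 1.17 in Th17 compared with Naive, with 23 and 21 genes higher, and adjusted p-values of 0.0027 and 0.0063 by fry. In Th1 compared with Th17 the median was 0.74, with 23 of 24 genes higher, at 1.2e-05 by camera and 0.025 by fry.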

Another Th1-specific E-P loop was discovered at the *Jun* locus who was one of the activating protein-1 (AP-1) transcription complexes and the most active TF in the AP-1 complex as well^50^ (Supplementary Fig. 9a–d). These findings imply that numerous genes could form CTCF-bridged chromatin interactions at their promoters and distal enhancers to regulate gene expression during T cell differentiation.

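*Jun* lies on chromosome 4 from 95049034 to 95052222. It had 1135 ± 485 CPM in Th1, 177 ± 85.7 CPM in Naive and 44.5 ± 13.3 CPM in Th17. The Th1 libraries had 792.5 and 1478 CPM. The log2 fold change in Th1 was 2.68 compared with Naive (standard error 0.45, adjusted p = 0.0035) and 4.67 compared with Th17 (standard error 0.50, adjusted p = 4.9e-04). With library size alone as the normalization, the change from Naive was 2.40 and was not called. In Th17 compared with Naive it was -1.99 (standard error 0.44, adjusted p = 0.016), which was not called in this model and was called by DESeq2.

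**Figure D3:**
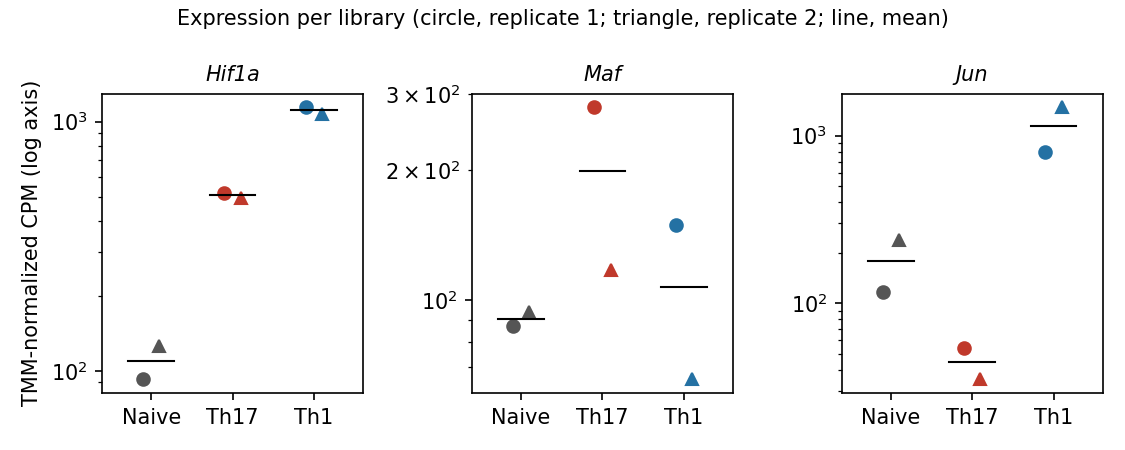
Expression of Hif1a, Maf and Jun in TMM-normalized CPM on a logarithmic axis, with replicate 1 as a circle, replicate 2 as a triangle and the mean as a line for Naive, Th17 and Th1. The Hif1a libraries of Th1 stand at 1143 and 1073 CPM, and the Maf libraries of Th17 at 280 and 118 CPM.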

**Fig. 6:**
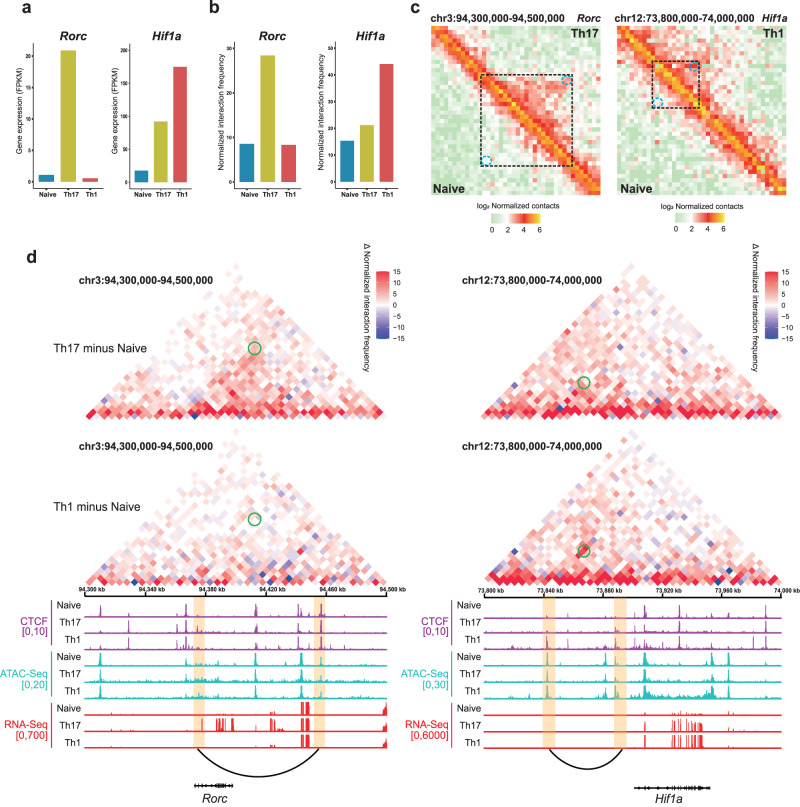
Cell-type specific gene-regulatory interactions of T helper cells. **a** The gene expression (FPKM) of *Rorc* and *Hif1α*, respectively. **b** The normalized interaction frequencies of *Rorc* and *Hif1α*, respectively. **c** The non-subtraction Hi-C maps of *Rorc* and *Hif1α* locus, respectively. The dashed boxes indicate the loop range. The blue dashed circles indicate the Th-specific E-P interaction. **d** The heatmap shows the differential normalized interaction frequencies at the *Rorc* / *Hif1α* locus between Th17 and Naive, between Th1 and Naive. The green circles indicate the E-P interaction in Th17/Th1 but not in Naive. The bottom tracks show CTCF signals, ATAC-Seq signals, gene expression and Refseq gene. Regions of E-P loop anchors are shown in yellow boxes.

## Discussion

Cell differentiation critically depend on precise temporal-spatial control of transcription programs. Mammalian cell differentiation also accompanies the changes in chromatin structure^35^. During human cardio genesis, dynamics of genome reorganization reveal an RBM20-dependent regulation network^51^. Disruption of TADs can rewire long-range regulatory landscape and cause pathogenic phenotypes, such as one that different limb pathogenic structural variations are associated with disruptions of TAD structure at the EPHA4 locus in human and mouse^44^. Although chromatin higher-order architecture of T cells has been studied^21^, it remains unclear how chromatin structure changes after non-activated Naive CD4^+^ T cells differentiation into various T helper subsets. In the present study, we used multi-omics data to characterize multi-level synergistic changes during T cell differentiation.

The mechanisms of CD4^+^ T cell differentiation in terms of definitive cytokines, master transcriptional regulators, and signaling pathways are similar in human and mouse Th cell subsets, indicating T cell differentiation is quite conserved across species^48^. Multiomics assays are executed on mouse Naive CD4^+^ T cells that differentiate in vitro to study epigenome dynamics during differentiation, which has been the subject of numerous prior reports^25–28^. Based on the integrated analysis of DEGs and DARs, transcriptome expression and chromatin accessibility are significantly correlated at lineage-determining genes like *Rorc* for Th17 and *Tbx21* for Th1. However, comprehensive studies on comparison of the chromatin higher-order structure of human and mouse during T cell activation are rarely mentioned. We find that changes in chromatin higher-order structure during activation are quite conserved across Th cells and species, including increased *cis* chromatin contacts, increased short-range and decreased long-range interactions, weaker compartmentalization and gain of intra-TAD interactions. These findings shed light on the general patterns of 3D genome changes that occur during T cell activation in human and mouse.

The regulatory mechanisms of T cells are complicated and diverse, which is susceptible to the changing microenvironment and surrounding molecules. T helper cell lineage commitment was originally thought to be a one-way process, namely irreversible terminal differentiation of Th1 and Th2 cells. However, recent studies have shown that Th1 can convert to Th2 under certain conditions^52,53^. In addition, Th17 cells have been reported to be more plastic than Th1/Th2 cells^53,54^. The plastic phenotypes of Th17 cells have important biological implications for immune intervention^4^, while the underlying molecular mechanisms are poorly understood. One outstanding study points out that metabolic heterogeneity underlies Th17 cell stemness and plasticity^55^. According to our findings on high-order chromatin structure across three types of T cell, for instance, changes in *cis* chromatin contacts (Fig. 2b–d) and compartmentalization difference (Fig. 3b, c), the cell plasticity of different T helper cells appeared to be reflected by these structural changes. For example, Th1 cells showed more increased short-range interaction and further reduced compartmentalization than Th17 cells during differentiation, consistent with the fact that Th1 cells are more differentiated cell type than Th17 cells. To some extent, we speculate that the 3D chromatin structure of other cell types such as embryonic stem cells and tissue stem cells may also be associated with their cell plasticity, which requires analyses of multi-omics data and rigorous experiments to explore and verify .

The marked changes of insulation at TAD boundaries may not have huge direct impacts on the transcription program. The extreme case of the change of TAD insulation has been reported by Nora, E. P. et al. ^56^, in which the acute depletion of CTCF leads to dramatic loss of TAD insulation but only has modest impacts on gene transcription. Considering the change of TAD insulations, we have observed in T cell differentiation is much weaker than the change caused by CTCF depletion, it is difficult to directly link the change of gene transcription to the change of TAD insulation. Therefore, it needs more sophisticated experimental designs to explore the relationship between change of TAD insulation and change of gene expression. A classic model in which loop anchors between a promoter and enhancer activate a target gene is widely recognized^46,57^. We identified many cell-type specific E-P loops in Th cells. Previous studies have shown that the conserved non-coding sequences control cytokine-induced *Rorc* transcription during Th17 differentiation^10^. Interestingly, we found a ~ 80 kb Th17-specific loop at the *Rorc* locus. This is an important supplement to study the relevant mechanisms of Th17. Nonetheless, no cell-type specific E-P loops were discovered at the T-bet locus, an important transcription factor for Th1 differentiation^4,58^, indicating that not all Th cell differentiation related genes are activated in the E-P interaction manner. These cell-type specific E-P loops, which are a manifestation of chromatin organization heterogeneity, are epigenetic landscape units in T helper cells. Perhaps it is caused by an increase in the frequency of chromatin interactions and corresponding sites maintaining or obtaining CTCF binding and ATAC signal, which requires further study. Future research is also needed to determine whether these interactions contribute to T cell differentiation and function. In order to better capture the general patterns of changes on 3D genome organization during T cell differentiation between humans and mice, it requires multiple omics resources of human naive CD4^+^ T cells and various T helper cell subsets. Still, ground on our bioinformatic analysis, these data provide a comprehensive reference for scientists in the related fields.

The diversity of T cell differentiation is not only reflected in the transcriptome and chromatin accessibility level, but also in the higher-order chromatin structure. Once Th17 converts to Th1, it is unclear whether the 3D genome organization will change synchronously, whether Th17-related loops will be lost, and whether Th1-related loops will appear. How the landscapes of chromatin structure in other T helper subsets like Th2, Treg and Tfh change upon differentiation needs further investigation. In summary, we used RNA-Seq, ATAC-Seq, and Hi-C to characterize mouse Naive CD4^+^ T cells differentiate into Th17 and Th1 cells, demonstrating the dynamic changes of multi-scale 3D genome organizations associated with cell-type specific gene regulation during T cell differentiation. This study links chromatin structure characteristics to gene expression, providing a meaningful epigenetic landscape for T cell differentiation from the perspective of chromatin higher-order architecture.

## Methods

### Naive CD4^+^ T cell isolation and cell preparation

C57BL/6 mice (1-2 months old) were purchased from Slac Laboratory Animals Inc. Miltenyi Biotec’s isolation kit for mouse naive CD4^+^ T cells (CD4^+^CD62L^+^ T Cell Isolation Kit II, mouse, #130-093-227) was used to separate CD4^+^CD44^-^ naive T cells from pooled lymph nodes and spleens. FACS determined 95% purity of the isolated CD4^+^ T cells. Cells were cultured in complete RPMI 1640 medium (Corning) supplemented with 10% FBS (Invitrogen), 200 mM glutamine (Gibco), 100 mM sodium pyruvate (Gibco), 50 μM β-mercaptoethanol (Gibco), 100U/ml penicilin and 100 μg/ml streptomycin. For in vitro induction, CD4^+^CD44^-^ naive T cells (1×10^6^/well) were cultured in 48-well flat-bottom tissue culture plates (Corning Costar) with 1 μg/ml-bound of anti-CD3 (BD, #553057) and 3 μg/ml of soluble anti-CD28 (BD, #55329) or activated by Dynabeads® Mouse T-Activator CD3/CD28 (Life Technologies, #11452D) in culture medium in the presence of antibody and cytokines: for Th1 conditions, anti-IL-4 (10 μg/ml) (BD, #554432), IL-12 (20 ng/ml) (R&D, #419-ML) and IL-2 (10 ng/ml) (Peprotech, #200-02); for Th17 conditions, anti-IL-4 (10 μg/ml), anti-IFN-γ (10 μg/ml) (BD, #554408) and TGF-β (1 ng/ml) (Peprotech, #AF-100-21C), IL-6 (100 ng/ml) (Peprotech, #216-16), IL-1β (10 ng/ml) (Peprotech, #211-11B) and IL-23 (20 ng/ml) (R&D, #1887-ML); At the 5th days of culture, Th cells were collected for RNA-Seq, ATAC-Seq and Hi-C assays or for cellular cytokine staining and flow cytometry. All animal experiments were performed in accordance with protocols approved by the Shanghai Institute of Nutrition and Health Institutional Animal Care and Use Committee.

### Surface and intracellular staining for FACS

For surface staining of CD4 cells, cells were surface stained for 15–30 min at 4 °C with anti-mouse CD4-FITC (eBioscience, #11-0041), anti-human/mouse CD44-PE (eBioscience, #12-0441) and anti-mouse CD62L-APC (eBioscience, #17-0621) in PBS supplemented with 2% FBS, the cells were washed and collected for analysis on BD Accuri C6 Flow cytometer, data were analyzed with CFlow Plus software. For intracellular staining of specific cytokines in Th cells, cells were stimulated at 37°C for 4 h with 50 ng/ml PMA (MultiSciences Biotech, #CS0001) and 750 ng/ml ionomycin (MultiSciences Biotech, #CS0002) and Golgistop was added to block cytokine secretion (BD, #554724). After stimulation, cells were fixed and permeabilized with Cytofix/Cytoperm (BD, #554722) for 20 min on ice and then stained with anti-mouse IFN-FITC (eBioscience, #11–7311), anti-mouse IL17A-Alexa Fluor^®^ 647 (Biolegend, #506911) and anti-mouse IL-4-PE (eBioscience, #12–7041). Intracellular staining of Foxp3 was performed according to the instruction of Foxp3 staining kit from eBioscience (Anti-mouse/rat Foxp3 set PE, #72–5775). Samples were acquired on a BD FACS Celesta flow cytometer and data analysis was conducted using FlowJo software. med according to the instruction of Foxp3 staining kit from eBioscience (Anti-mouse/rat Foxp3 set PE, #72–5775). Samples were acquired on a BD FACS Celesta flow cytometer and data analysis was conducted using FlowJo software.

### RNA-Seq library construction and sequencing

Total RNA was isolated using the RNeasy Plus Mini Kit from Qiagen (#74134), and concentrations and integrity were determined using an Agilent Bioanalyzer. The RNA-seq library was conducted by Novogene Company and sequenced on an Illumina HiSeq X Ten sequencer with pair-end 150 bp reads.

### ATAC-Seq library construction and sequencing

To prepare the nuclei, 25,000–50,000 Th cells were lysed in lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and NP-40) for 10 min on ice. For all Th cell types, the optimal NP-40 concentration is 0.5%. The nuclei were spun at 500 g for 5 min immediately after lysis to remove the supernatant. The nuclei were then incubated for 30 min at 37 °C with the Tn5 transposome and tagmentation buffer (Vazyme Biotech). To end the tagmentation, the stop buffer was directly added into the reaction after the tagmentation. PCR was used to amplify the library for 13 cycles at 72 °C for 3 min, 98 °C for 30 s, and thermocycling at 98 °C for 15 s, 60 °C for 30 s, and 72 °C for 3 min, followed by 72 °C 5 min. Following the PCR reaction, libraries were purified using 1.2X AMPurebeads (Beckman, #A63880). On an Illumina HiSeq X Ten sequencer, the final library was sequenced with pair-end 150 bp reads.

### In situ Hi-C protocol

Ten million cells were cross-linked with 1% formaldehyde for 10 min at room temperature. Nuclei were permeabilized. DNA was digested with DpnII (NEB), and the ends of restriction fragments were labeled using biotin-14-dATP (Life Technologies) and then ligated in a small volume. After reversal of crosslinks, ligated DNA was purified and sheared to a length of roughly 400 base pairs by sonication (Covaris S220), at which point ligation junctions were pulled down with MyOne Streptavidin C1 Dynabeads (Life Technologies) and prepared for Illumina sequencing. Isolated DNA was end-repaired before dATP-tailing with Klenow exo-(NEB), and they were ligated to Illumina paired-end sequencing adapters. Bead-bound Hi-C DNA was amplified with 11–13 rounds of PCR amplification. The final library was sequenced on an Illumina HiSeq X Ten sequencer with pair-end 150 bp reads.

### RNA-Seq data processing

RNA-Seq reads were mapped to the mm10 reference genome using Hisat2 (v2.2.1)^29^ with the parameters '–dta–no-discordant–no-mixed'. Duplicates were removed, and aligned reads were calculated for each protein-coding gene using HTSeq (v0.13.5)^59^ with default parameters. Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) was calculated by StringTie (v2.1.7)^60^ with the default parameters. DESeq2 (v1.34.0)^61^ was applied to identify the differentially expressed genes with adjusted *p* value < 0.01 and |log_2_(FoldChange)|>1. Gene ontology was conducted with Metascape^62^. Gene tracks normalized to reads per million with Deeptools (v3.5.1)^63^ were generated in IGV^64^.

### ATAC-Seq data processing and correlation analysis of DARs and DEGs

ATAC-Seq reads were mapped to the mm10 with Bowtie2 (v2.3.5.1)^65^ using parameter '-X 2000–no-discordant–no-mixed–no-unal'. Aligned reads were filtered for a minimum MAPQ of 30, and duplicates were removed using SAMtools (v1.3.1)^66^. MACS2^67^ was applied to call peaks. The bigwig files were generated by Deeptools using RPKM option of bamCoverage command. To eliminate the bias across cell lines, we performed the quantile normalization of samples. Differentially accessible peaks were obtained by clustering normalized peak density Z-score. Gene ontology analysis of associated peaks was performed by online GREAT^30^ tool. Identification of nearest genes of DARs was performed using the annotatePeaks.pl script in HOMER^31^. The DARs nearest genes (filter by distance to transcription start site < 100 kb) were then overlapped with DEGs identified from RNA-seq. Fold changes of DARs and their nearest DEGs were used to calculate the Pearson correlation coefficient (PCC) and P-value in R.

### ChIP-Seq data processing

Reads were downloaded from GEO for the corresponding samples: CTCF Naive CD4^+^ T cells (GSM3498282), CTCF Th17 cells (GSM3498288)^68^ and CTCF Th1 cells (GSM1480825)^25^. Single-end reads were mapped to mm10 with Bowtie2. Peaks were called by MACS2 callpeak command. Genome coverage was calculated with Bedtools genomeCoverageBed program with an extension of 200 bp. The bigwig files were generated by Deeptools bamCoverage command.

### Hi-C sequence data processing

Paired-end sequencing reads were mapped to mm10 using HiC-Pro (v2.11.4)^69^ pipeline. The raw contact matrices were generated for each replicate at binning resolutions of 5-kb, 10-kb, 20-kb, 25-kb, 40-kb and 100-kb. To correct bias, the raw contact matrices were normalized using the iterative correction and eigenvector decomposition (ICE) method^37^. Heatmaps for Hi-C data were generated through R or pyGenomeTracks^70^. To generate the maximum counts of reads, we pooled two biological replicates for each cell line for subsequent analyses.

### Relative Contact Probability analysis

The raw contact sparse matrix with 100-kb resolution was applied to calculate the contact probability (*P(s)*) relative to the genomic distance. We counted the interactions in each bin and calculate *P(s)* by dividing the number of interactions in each bin by the total number of interactions across all bins.

### Analysis of A/B compartments

Calling A/B compartments by performing principal component analysis on distance-corrected, ICE normalized Hi-C matrices at 100-kb resolution. The principal component which correlated well in absolute value with corresponding ATAC-Seq signal called as above was chosen as representative of A/B compartments. The sign of the A/B compartments vector was set to match the sign of the correlation with ATAC-Seq signal, depicting that the positive values represented A compartment regions and negative values represented B compartment regions. Saddle plots were generated by GENOVA^71^ to assign each bin to its corresponding percentile value and dividing the genome into fifty sets of deciles. Measuring the compartmentalization strength to compare the average observed/expected values between inter- and intra- compartment, which can be thought of taking the ratio as follow:

$${{\mbox{Compartmentalization}}}\,{{\mbox{Strength}}}=\frac{{{\mbox{AA}}}\times {{\mbox{BB}}}}{{{{\mbox{AB}}}}^{2}}$$

### TAD analysis

Using directionality index^38^ profile at 40-kb resolution to perform hierarchical clustering at TAD level. Insulation score^40^ was calculated by matrix2insulation.pl public script with '–is 1e6–ids 2e5–nt 0.25' options, using ICE normalized Hi-C matrices at 40-kb resolution. Conserved boundaries were defined as if there was a boundary within ± 80-kb compared to other cells, cell-type specific boundaries were identified by the lack of shared boundaries with the respective comparison. TADs were identified using hicFindTADs command in HiCExplorer (v3.7.2)^70^. TADs can be investigated globally by aggregating Hi-C matrix around TADs. Using coolpup.py (v0.8.7)^72^ to perform aggregate TAD analyses, because TADs have different sizes, they are rescaled to a uniform size and then the result is averaged across the genome. The merged or split event regions were obtained by using Bedtools. Boundaries across species were carried out by hg38 lifting over to mm10 using UCSC liftover.

### Loop detection and definition of conserved and Th-specific E-P loops

We detected loops using HiCCUPS^46^ at 10-kb and 25-kb resolutions with default parameters for each cell line. Briefly, fold change values were calculated by quantifying enrichment of interaction frequency compared to local background. Cross-cell loop comparison was achieved and slightly modified by the Luo, X. et al.^43^. The distance judgement determines whether the mapped loop was located near any loop of target cell line. We defined a loop to be Th-specific compared to Naive if one of the two anchors extending after the resolution-length (10-kb or 25-kb, it depended on the resolution of the loop calling) did not intersect. Before we determined the E-P loops, we defined the ATAC-Seq peaks that overlapped with gene promoters (from -2-kb to +2-kb of transcription start site) as promoter regions, while the non-promoter regions of ATAC-Seq peaks were regarded as the putative enhancers. Then taking the intersection of these Th-specific loops with promoter of genes and ATAC-Seq non-promoter regions to acquire Th-specific E-P loops whose one anchor overlapped with promoters and the other anchor overlapped with the putative enhancers. For Th-specific E-P loops, we mainly paid attention to those with CTCF binding or enhancer changes at anchors. The Th-specific E-P loops associated genes were subjected to enrichment analysis performed by Metascape, and the putative enhancer regions that overlapped with Th-specific loop anchors were performed motif analysis by HOMER.

### Aggregated peak analysis

We performed Aggregated peak analysis using coolpup.py at ICE normalized 10-kb resolution and 100-kb window and exclude the first two diagonals. The APA matrix was plotted as the heatmaps. Values of enrichment in top left corners of pileups were the enrichment of interactions in the center pixel of the matrix, after all described normalization procedures.

### Human CD4^+^ T cells source and data analysis

Data of human CD4^+^ T cells are from GSE126117^21^. As for the data analysis of human CD4^+^ T cells was used the similar parameters except hg38 genome build for mapping reads.

### Statistics and reproducibility

Standard statistical analyses were performed using R. The type of what statistical tests to use, and test results were described in the figure legend. No experimental samples were excluded from statistical analysis. We performed reproducible checks on Hi-C data using normalized interactions restricted in 5 Mb, HiCRep^73^ for reproducibility score, PC1 values at 100-kb resolution and directionality index profiles at 40-kb resolution. The normalized reads density of ATAC-Seq and normalized counts of RNA-Seq data are for principal component analysis and calculating Pearson correlation coefficient.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Sequencing data of RNA-Seq, ATAC-Seq and Hi-C have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE210419. CTCF ChIP-Seq data are downloaded from GEO for the corresponding samples: CTCF Naive CD4^+^ T cells (GSM3498282), CTCF Th17 cells (GSM3498288) and CTCF Th1 cells (GSM1480825). The Hi-C datasets used for human CD4^+^ T cell 3D genome analysis are from GSE126117. The source data for graphs in the manuscript can be found in Supplementary Data 1. Any other relevant data or information about this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Multi-omic analysis reveals dynamic changes of three-dimensional chromatin architecture during T cell differentiation
**Source:** Commun Biol. 2023 Jul 24;6:773. doi: 10.1038/s42003-023-05141-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Multi-omic analysis reveals dynamic changes of three-dimensional chromatin architecture during T cell differentiation

Ge Zhang<sup>1</sup>, Ying Li<sup>1\*</sup> and Gang Wei<sup>1\*</sup>

#### **Guide to content:**

#### **Supplementary Figures**

**Supplementary Fig. 1** Study overview and characterization of Naive CD4<sup>+</sup> and T helper cells by FACS

**Supplementary Fig. 2** Reproducibility of Hi-C data.

**Supplementary Fig. 3** T cell differentiation extensively influences gene expression and chromatin accessibility.

**Supplementary Fig. 4** Similar trends in *cis* chromatin contact change in mouse and human T cell activation.

**Supplementary Fig. 5** Analysis at compartment level.

**Supplementary Fig. 6** TADs are changed by T cell differentiation.

**Supplementary Fig. 7** TADs are conserved across T helper cells and species.

**Supplementary Fig. 8** T cell differentiation brings about genomic-wide changes in chromatin interactions.

**Supplementary Fig. 9** Epigenetic landscapes at *Maf* and *Jun* locus.

## **Supplementary Tables**

**Supplementary Table 1** RNA-Seq and ATACA-Seq data mapping information

**Supplementary Table 2** Hi-C data mapping information

**Other supplementary materials for this manuscript include the following:**

**Supplementary Codes**

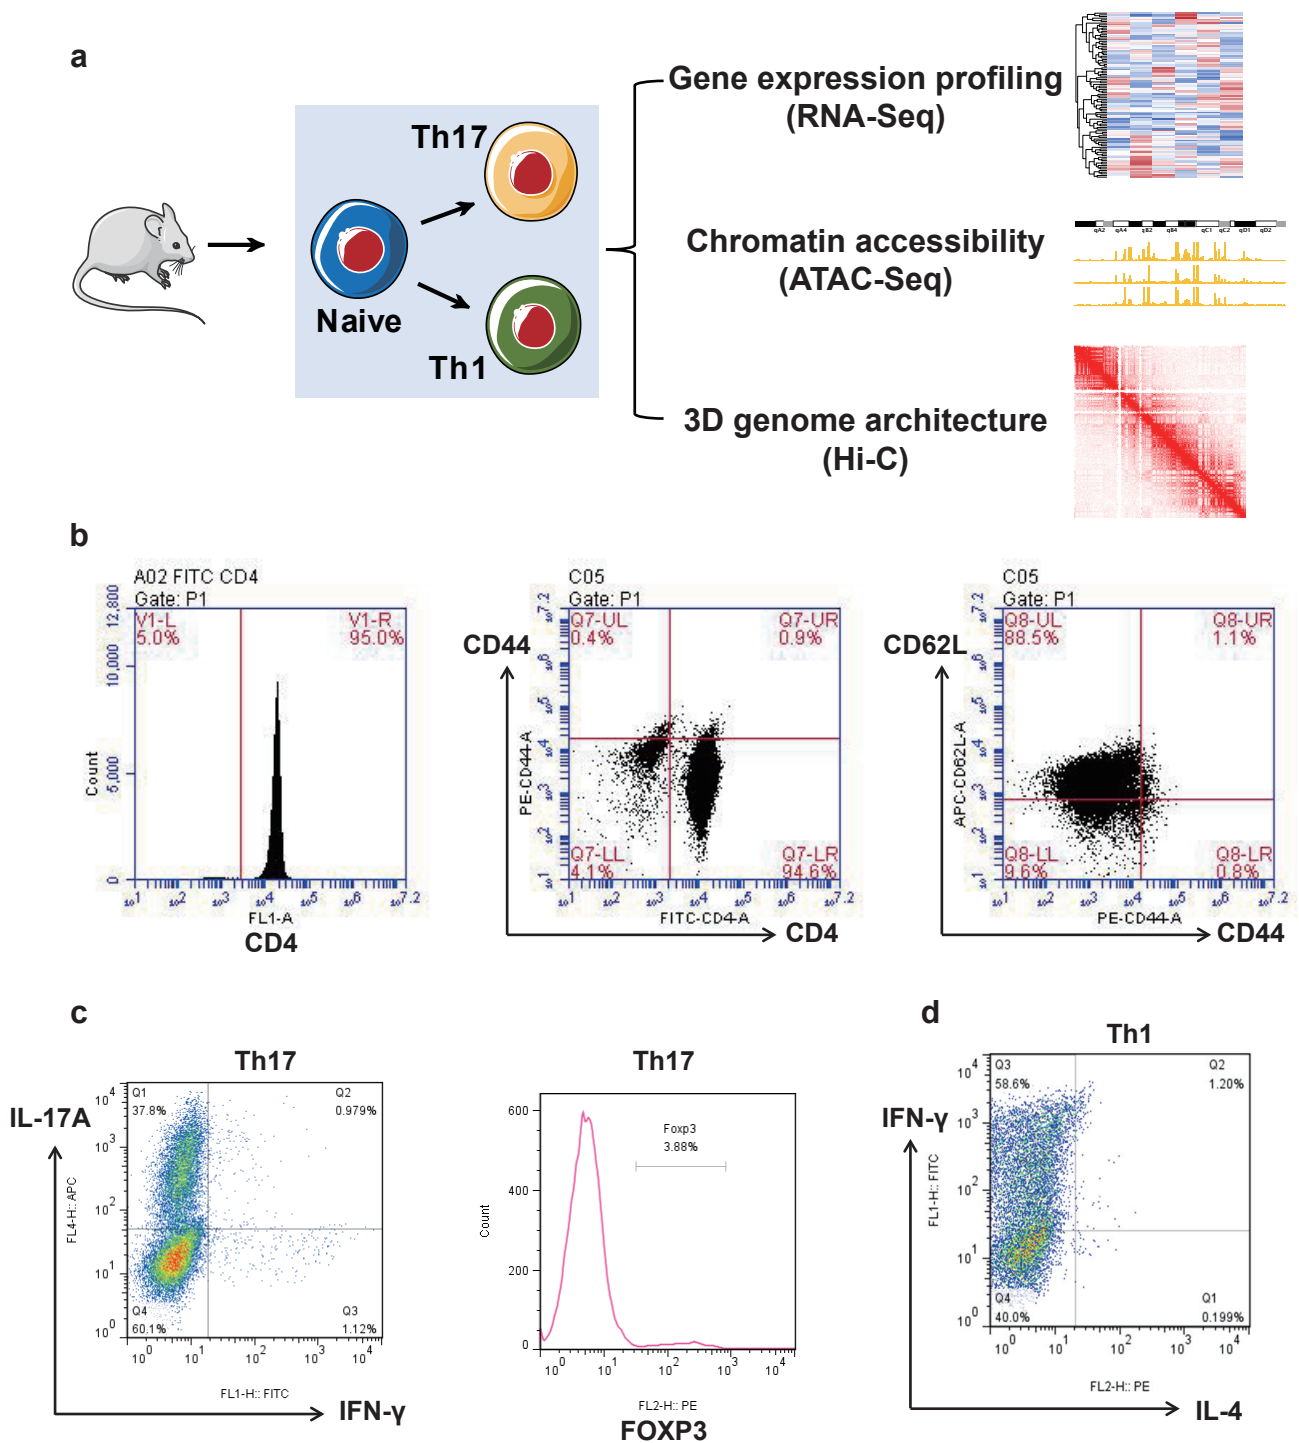

**Supplementary Fig. 1 Study overview and characterization of Naive CD4<sup>+</sup> and T helper cells by FACS.** **a.** Schematic of the study design. **b.** Naive CD4<sup>+</sup> T cells were isolated by MACS purification with CD4<sup>+</sup>CD62L<sup>+</sup> T Cell Isolation Kit II, mouse (Miltenyi Biotec). Cell purity was assessed by staining for surface expression of CD4, CD44 and CD62L markers. **c.** For differentiated Th17 cells, the expression of IL-17A and IFN- $\gamma$  were measured by intracellular staining. FOXP3 expression was also measured according to the manufacture's protocol of FOXP3 staining kit. **d.** For differentiated Th1 cells, the expression of IFN- $\gamma$  and IL-4 were measured by intracellular staining.

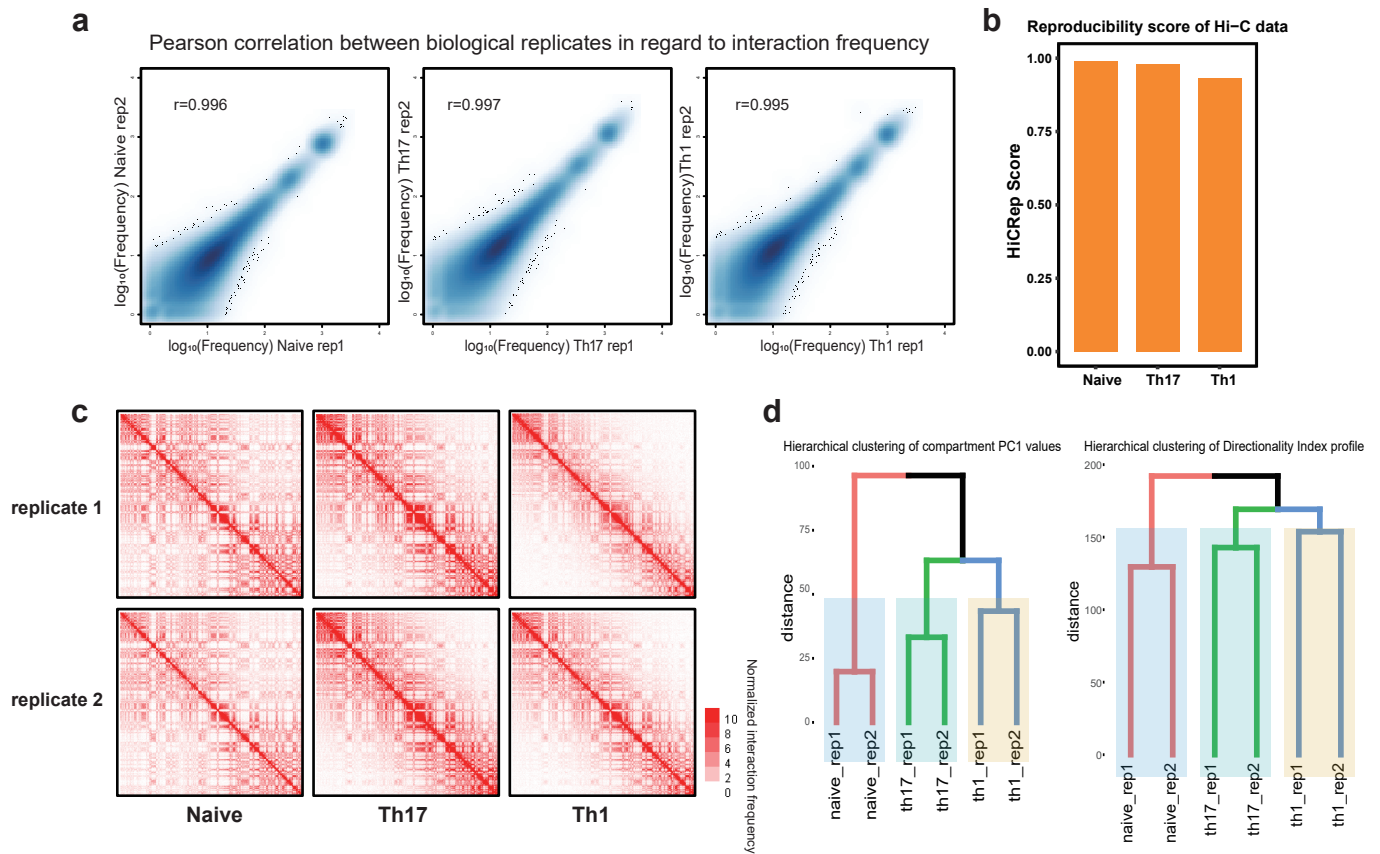

**Supplementary Fig. 2 Reproducibility of Hi-C data.** **a.** Density scatter plots for normalized interactions restricted in 5 Mb distance of biological replicates in 100-kb resolution. Pearson correlations are given. **b.** Reproducibility score of intra-chromosome interaction frequencies between the replicates at 40-kb resolution of Hi-C data by HiCRep method. **c.** Heatmap of normalized Hi-C interaction frequencies (100-kb bin, chromosome 1) in each replicate. **d.** Hierarchical clustering of compartment PC1 values at 100-kb resolution and directionality index (DI) profiles at 40-kb resolution.

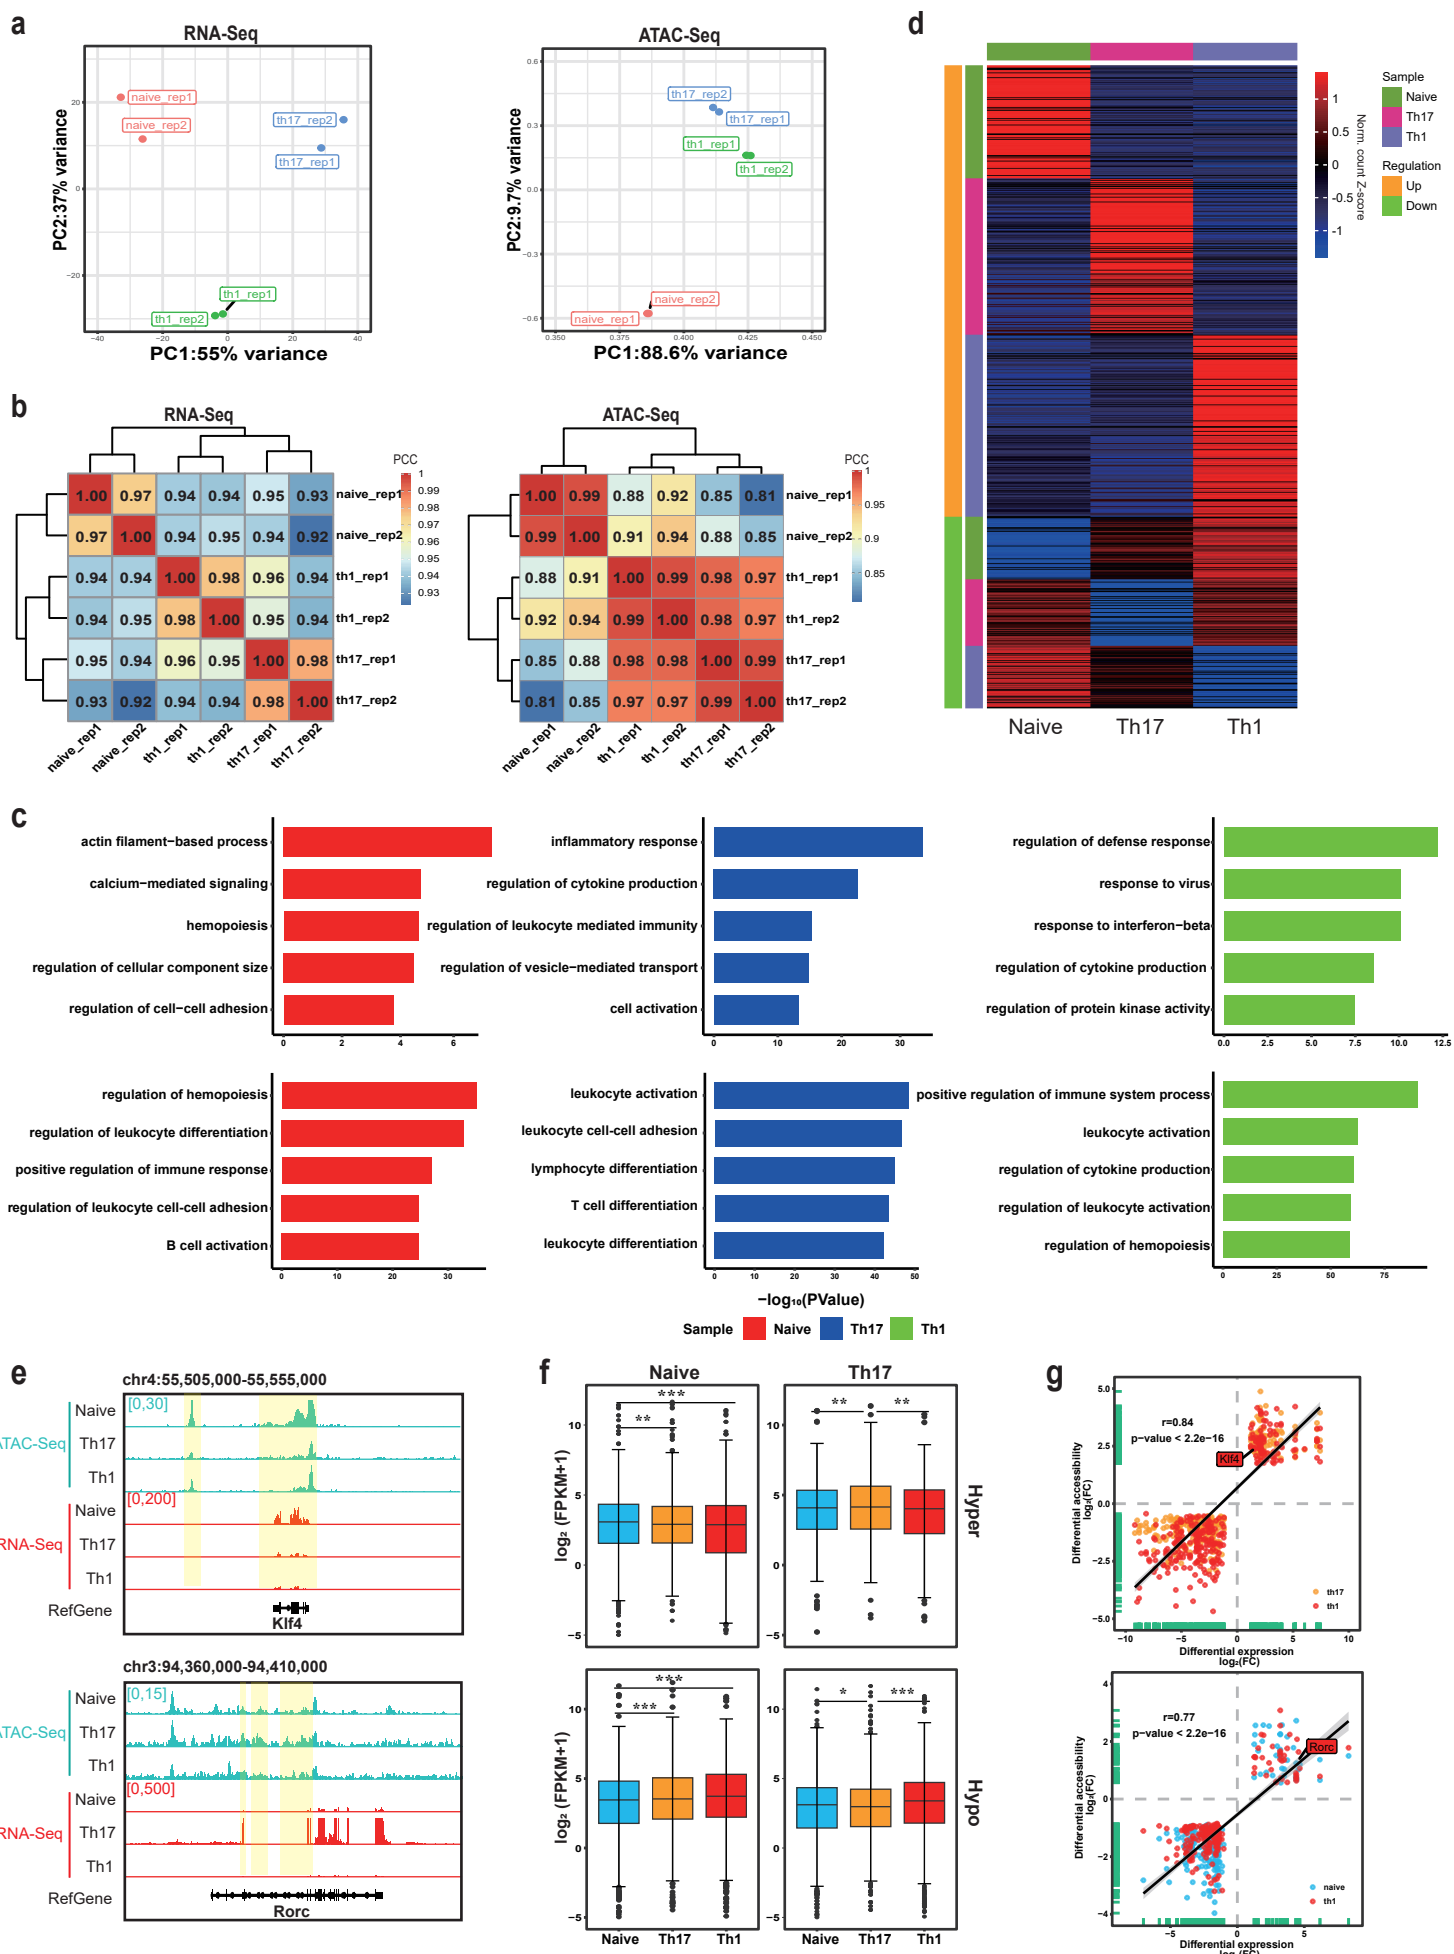

**Supplementary Fig. 3 T cell differentiation extensively influences gene expression and chromatin accessibility.** **a.** Scatter plot of RNA-Seq and ATAC-Seq data based on principal component analysis (PCA). Left: PCA of RNA-seq samples is performed using normalized read counts. Right: PCA using read densities at open chromatin peaks across all ATAC-Seq replicates. **b.** Pearson correlation coefficient (PCC) and hierarchical clustering corresponding to RNA-Seq and ATAC-Seq data. **c.** Bar plots show GO terms of cell-type specific up-regulated DEGs of Naive, Th17 and Th1, respectively, and GREAT gene ontology enrichment analysis on biological processes for hyper-accessible regions nearest genes of Naive, Th17 and Th1, respectively. Shown are the top five enriched ontologies. **d.** Heatmap of cell-type specific differential accessible regions (DARs). **e.** The genomic tracks show ATAC-Seq (green) and RNA-Seq (red) signals around *Klf4* and *Rorc* locus. The cell-type specific hyper-accessible regions are shaded with yellow. **f.** Boxplot of expression of Naive- and Th17-specific hyper- or hypo- accessible regions nearest genes, values are based on  $\log_2(\text{FPKM}+1)$ . The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by paired Wilcoxon test, \* < 0.05, \*\* < 0.01, \*\*\* < 0.001. **g.** Correlation analysis of DARs and their nearest DEGs that were simultaneously up- or down-regulated in Naive and Th17. Each dot represents a gene that is significantly differentially expressed and associated with chromatin accessibilities changed. The Pearson's correlation coefficient (r) and the corresponding P value are shown.

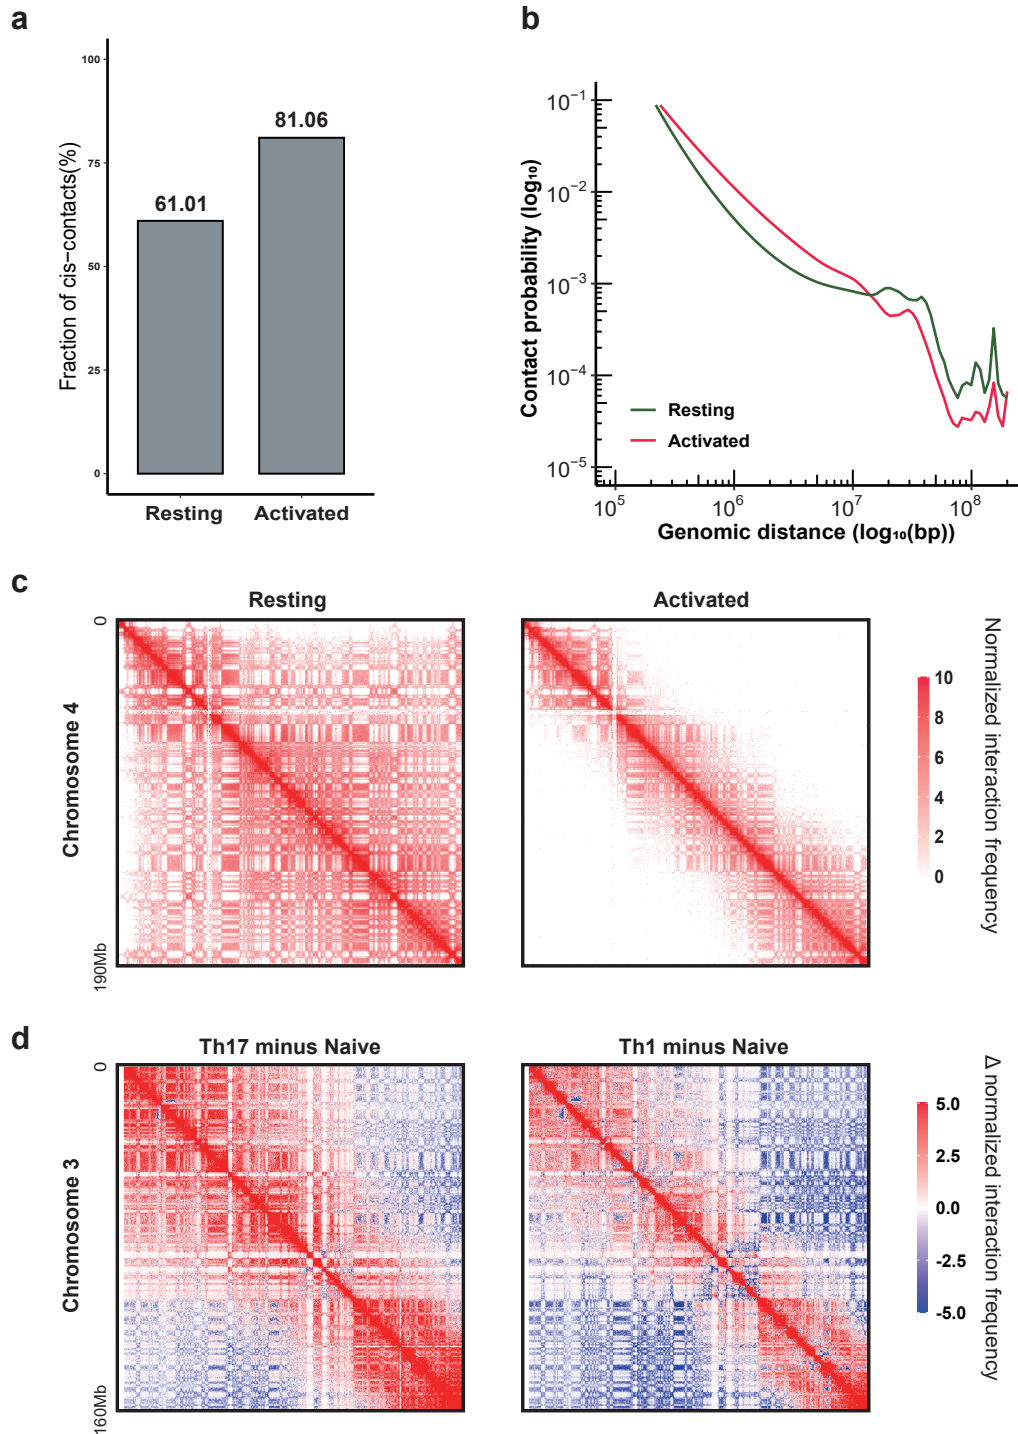

**Supplementary Fig. 4 Similar trends in *cis* chromatin contact change in mouse and human T cell activation.** **a.** Fraction of *cis* chromatin contacts per human sample. **b.** The relative contact probabilities (RCP) for Resting and Activated human T cells. **c.** The normalized Hi-C interaction frequencies (100-kb bin, chromosome 4) in Resting and Activated human T cells. **d.** Heatmap shows the differential normalized interaction frequencies at the whole locus between Naive and T helper cells of chromosome 3 in mouse.

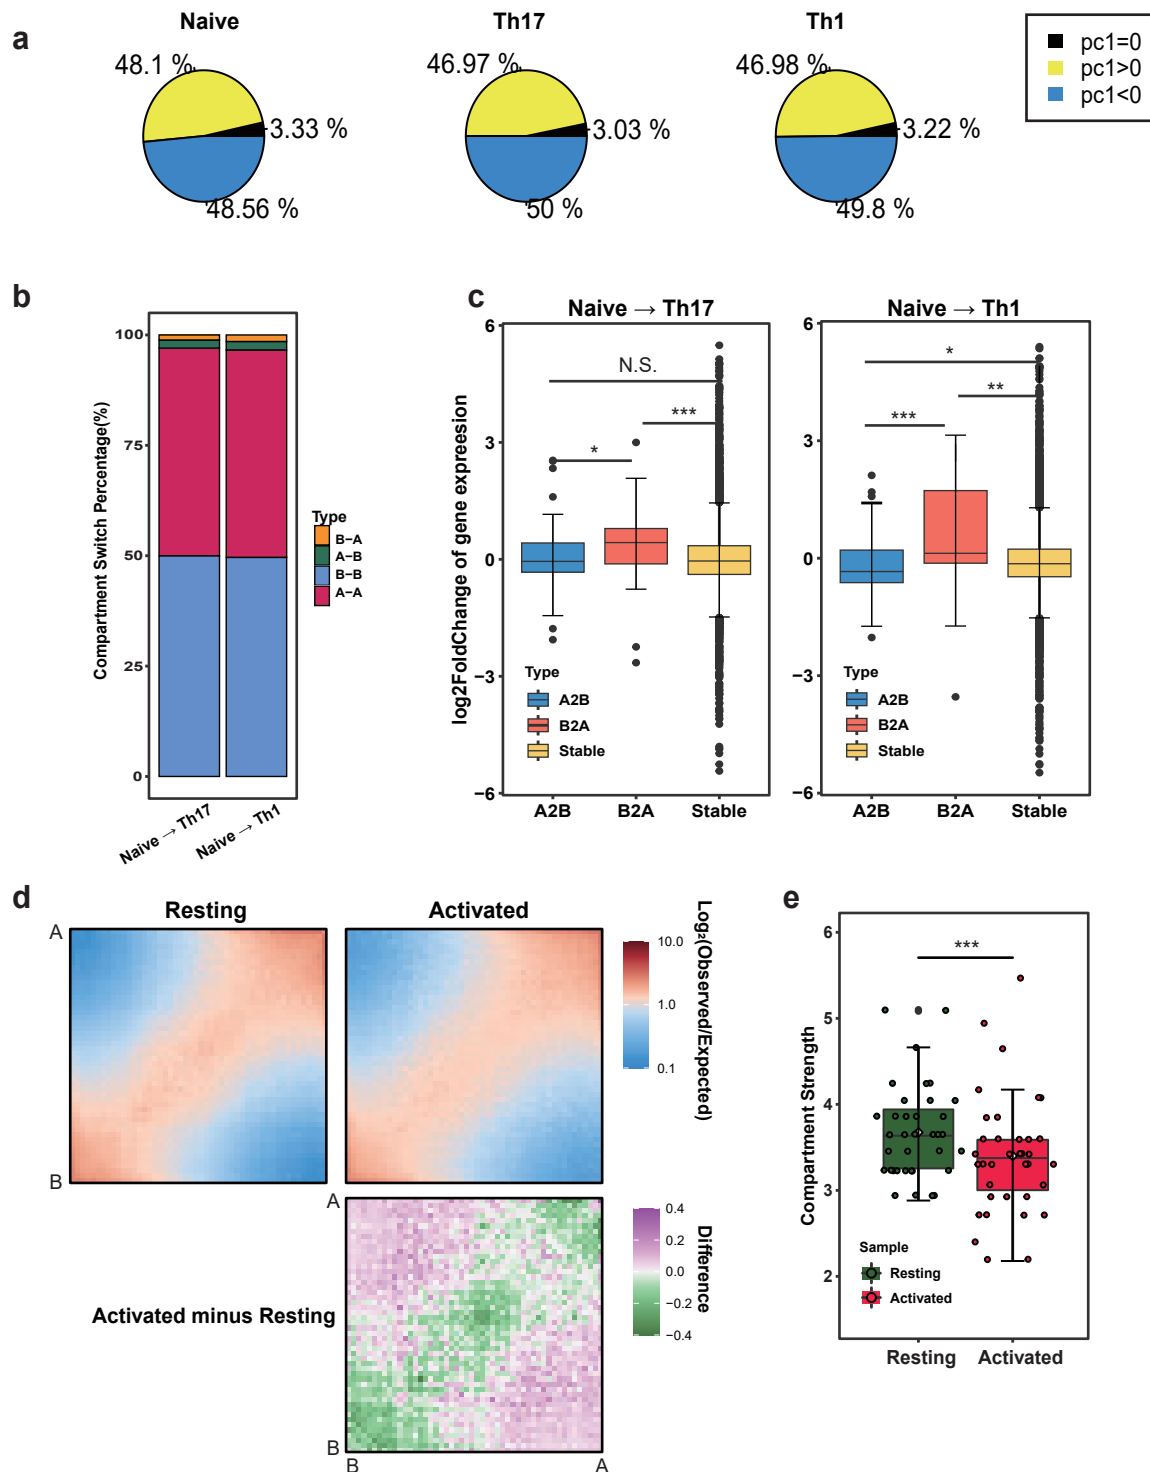

**Supplementary Fig. 5 Analysis at compartment level.** **a.** Pie plot of PC1 values distribution. **b.** Fraction of compartment switched regions including A-A, B-B, A-B, B-A. **c.** Boxplots show the distribution of gene expression (FPKM > 3 at least one sample) at regions that exhibit A/B compartment switched upon mouse T cell differentiation. The p-values by unpaired Wilcoxon, N.S. means not significant, \* < 0.05, \*\* < 0.01, \*\*\* < 0.001. **d** Saddle-plots and differential saddle plot of the Resting and the Activated are showed. **e.** Boxplot of the human T cells compartmentalization strength per chromosome (dots). The p-values by paired *t*-test, \* < 0.05, \*\* < 0.01, \*\*\* < 0.001. The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker).

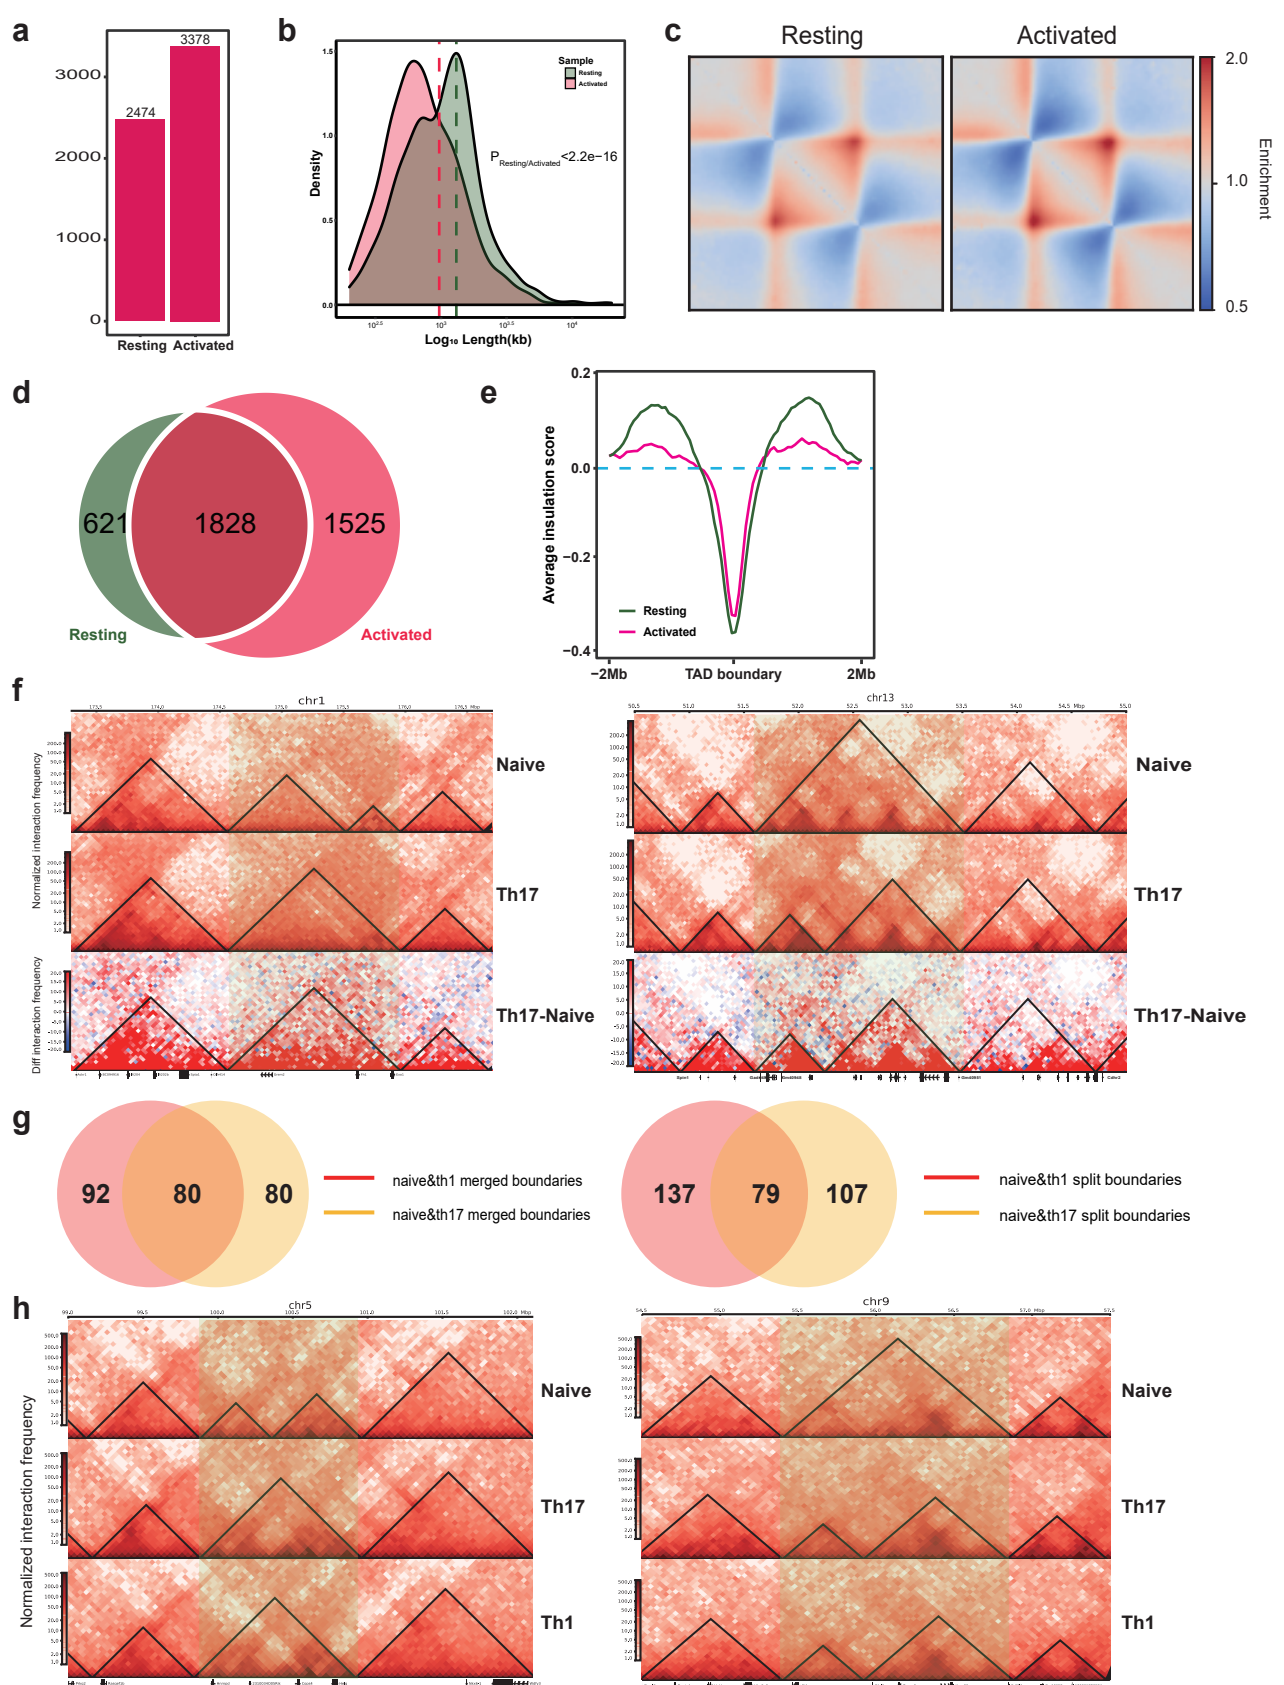

**Supplementary Fig. 6 TADs are changed by T cell differentiation.** **a.** TAD number of human T cells (pooled data from two biological replicates of each sample). **b.** Density plot shows human TAD length distribution. The dotted line represents the mean TAD length of Resting and Activated, p-values are calculated by unpaired Wilcoxon test. **c.** Aggregate TAD analysis of human TADs at 40-kb resolution. **d.** The average insulation scores of human T cells at TAD boundaries ( $\pm 2$  Mb) are shown. **e.** Overlap of human T cells TAD boundaries. **f.** Heatmap of the Merged and Split events between Naive and Th17. The yellow box indicates the area where the event occurs. **g.** Venn diagram showing the number of boundaries of common Merged and Split events that occur in Th17 and Th1. **h.** Regions of common Merged and Split events are displayed. The yellow box indicates the area where the event occurs.

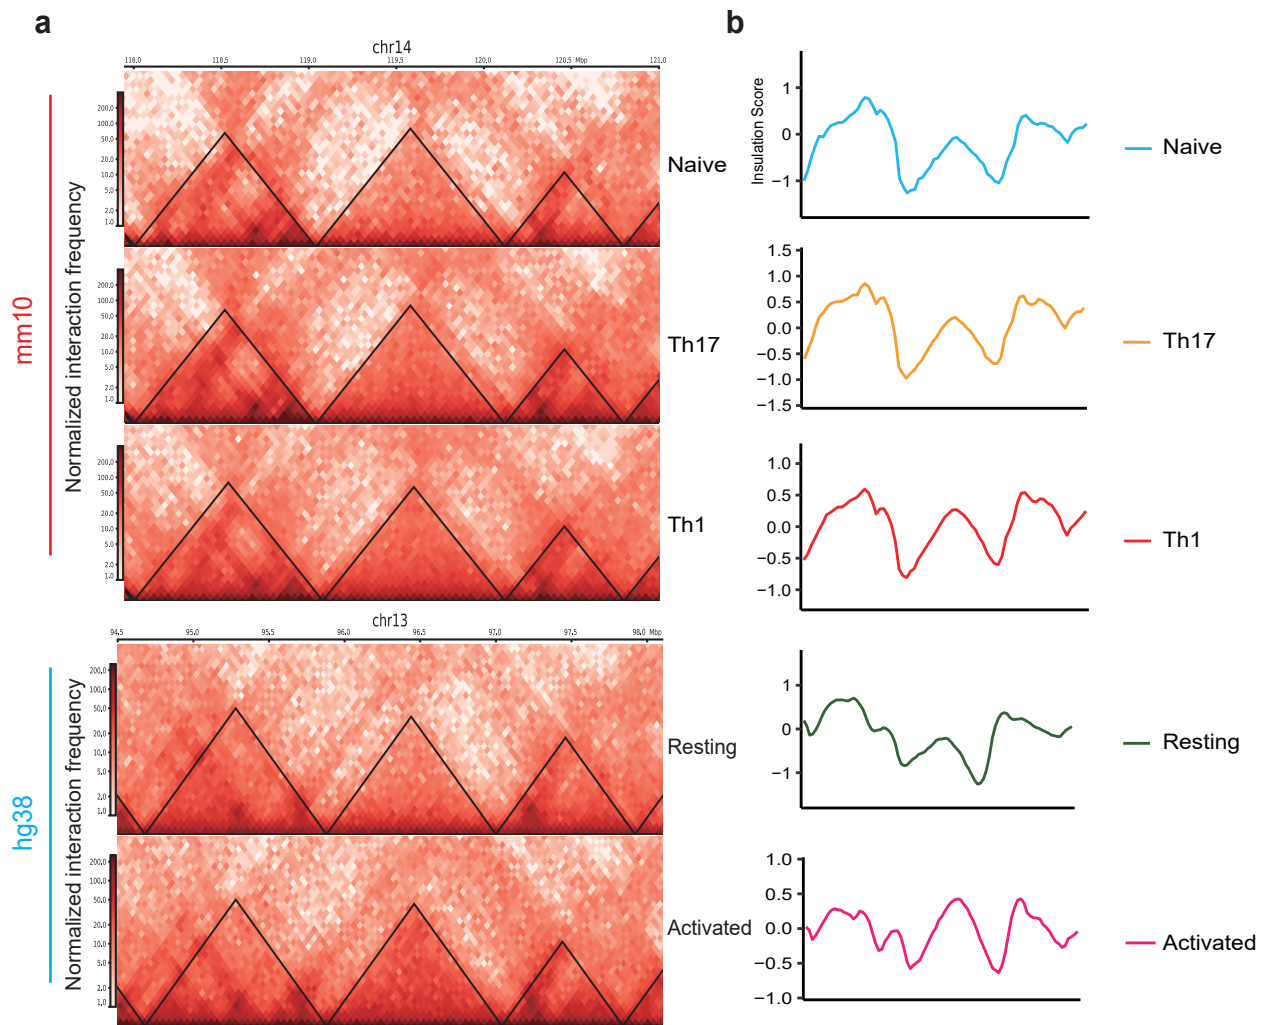

**Supplementary Fig. 7 TADs are conserved across T helper cells and species. a.** Genome browser shots show TADs over a syntenic region in the mouse and human T cells. Note: the region in humans has been inverted from its normal UCSC coordinates for proper display purposes. **b.** Insulation score line charts corresponding to **a**.

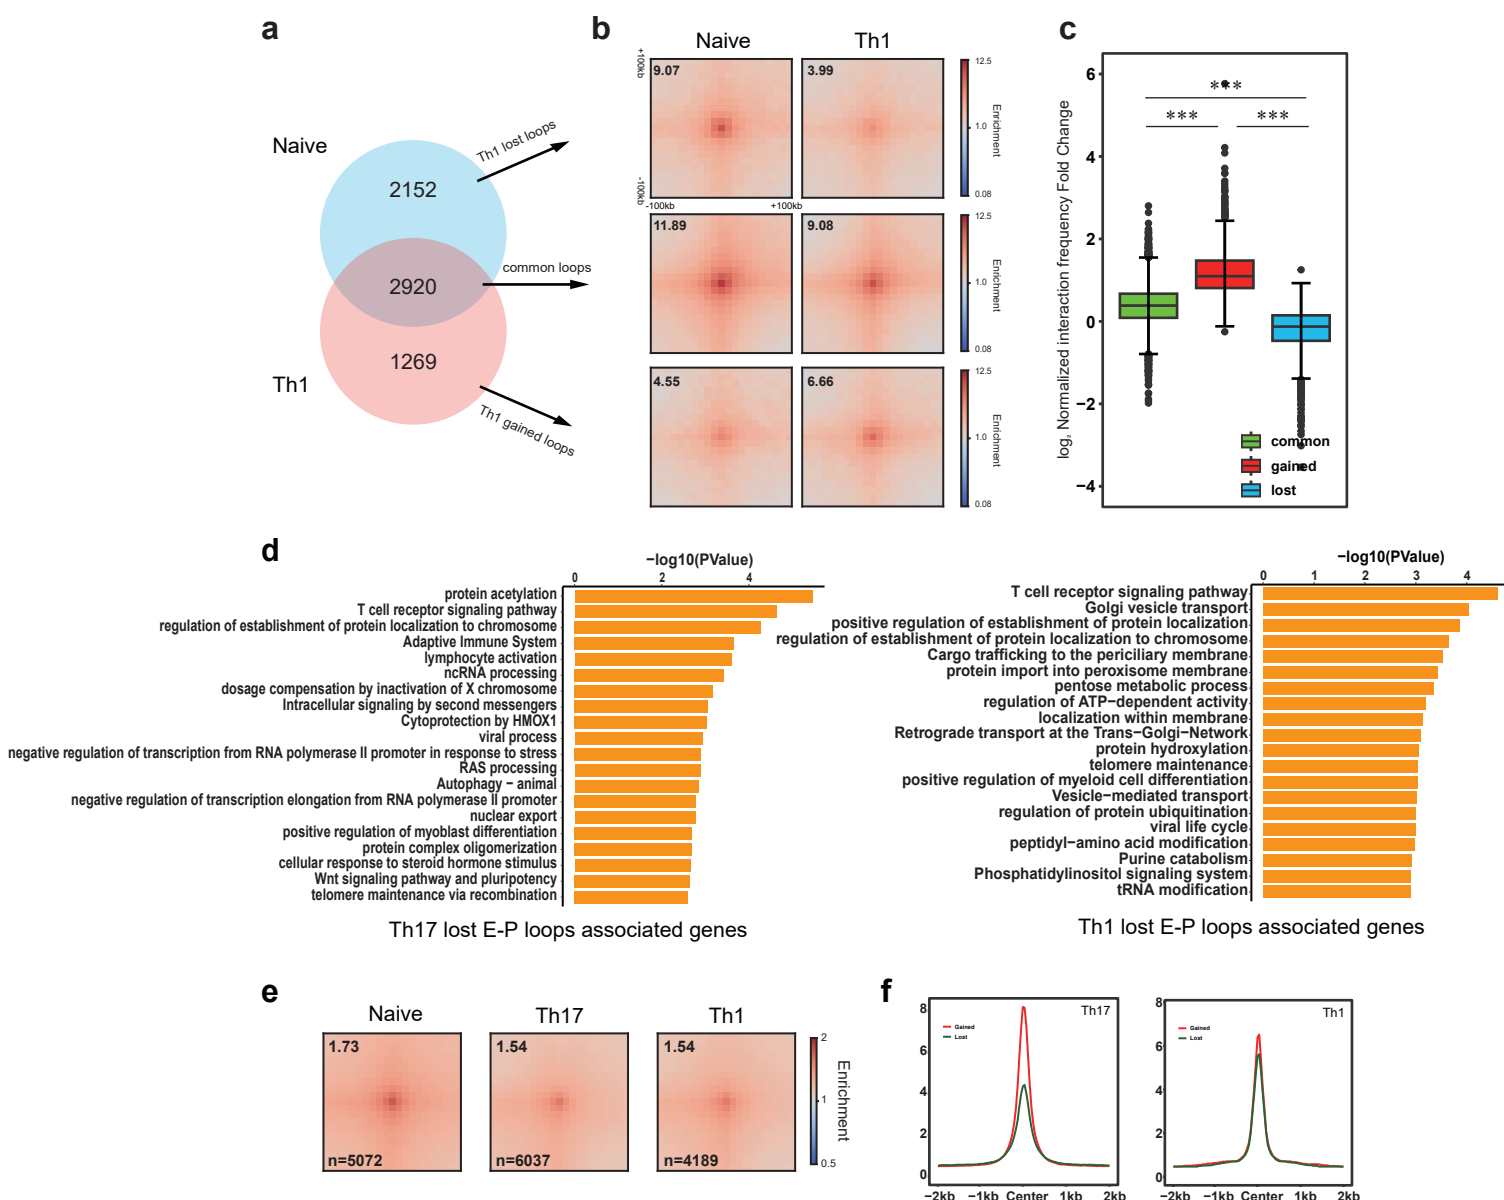

**Supplementary Fig. 8 T cell differentiation brings about genome-wide changes in chromatin interactions.** **a.** Venn diagram shows number of loops in Naive and Th1 cells. **b.** Aggregate peak analysis (APA) at 10-kb resolution plots display the average Hi-C signal at chromatin loops that are lost, gained, and common during differentiation from Naive to Th1. The enrichment value in the central pixel is displayed on top left for reference. **c.** The boxplot shows the log<sub>2</sub> normalized interaction frequency fold change (Th1/Naive) for the three groups in **a**. The boxplots are shown as median (line), interquartile range (box), and minimum to maximum data range (whisker). The p-values by unpaired Wilcoxon test, \*\*\* < 0.001. **d.** GO enrichment analysis of genes associated with enhancer-promoter lost loops. **e.** Pileups at loops associated with CTCF peaks. Value of the center pixel is shown in the top left corner of each heatmap. The bottom left corner is the number of loops. **f.** Profiles of CTCF density associated with loops of gained or lost in Th1 and Th17 are showed.

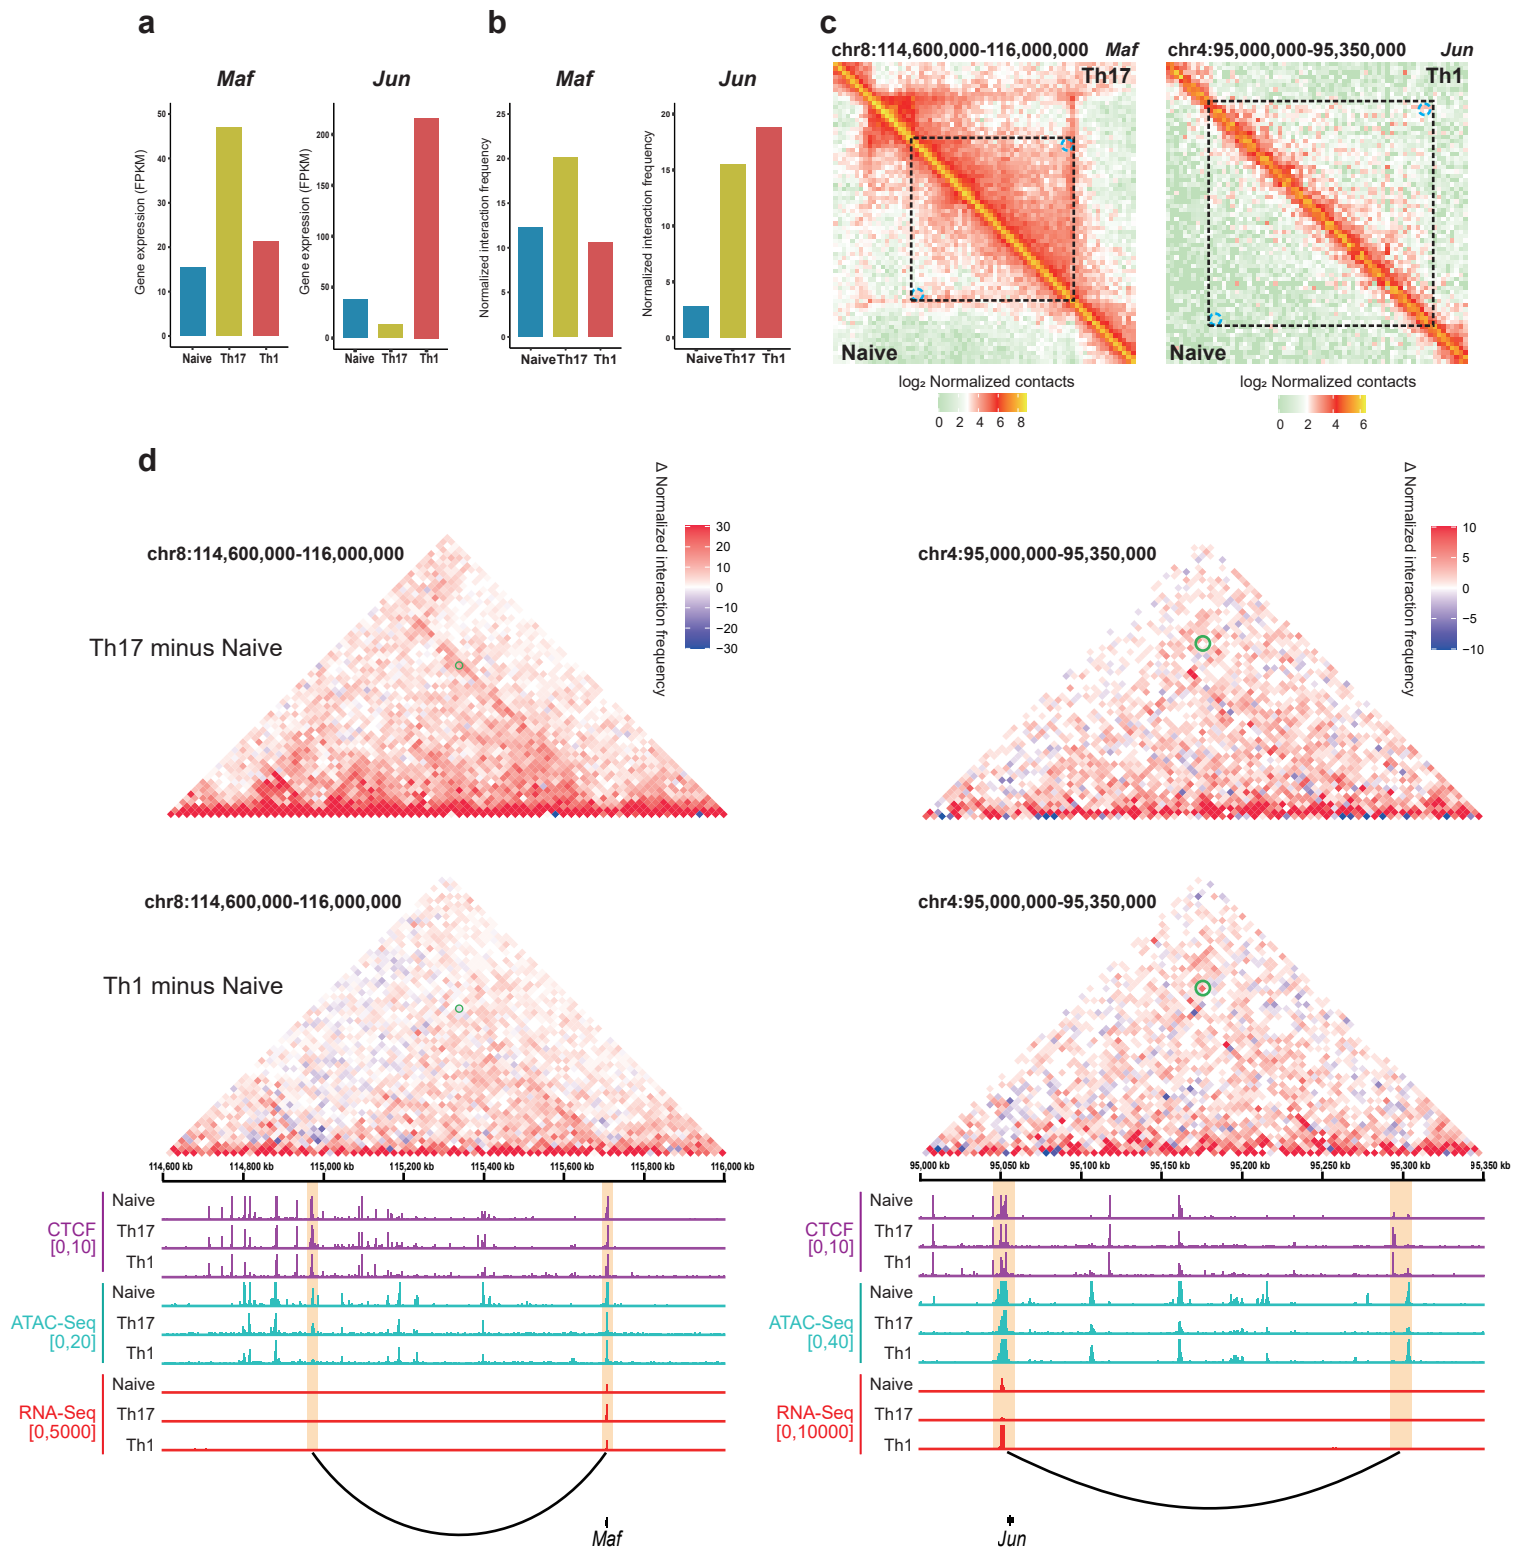

### Supplementary Fig. 9 Epigenetic landscapes at *Maf* and *Jun* locus.

**a.** The gene expression (FPKM) of *Maf* and *Jun*, respectively. **b.** The normalized interaction frequencies of *Maf* and *Jun*, respectively. **c.** The non-subtraction Hi-C maps of *Maf* and *Jun* locus, respectively. The dashed boxes indicate the loop range. The blue dashed circles indicate the Th-specific E-P interaction. **d.** The heatmap shows the differential normalized interaction frequencies at the *Maf* / *Jun* locus between Th17 and Naive, between Th1 and Naive. The green circles indicate the E-P interaction in Th17/Th1 but not in Naive. The bottom tracks show CTCF signals, ATAC-Seq signals, gene expression and Refseq gene. Regions of E-P loop anchors are shown in yellow boxes.

## Supplementary Tables

**Supplementary Table 1** RNA-Seq and ATAC-Seq data mapping information of T cells

| Sample name | Raw reads  | Mapped reads | Overall alignment rate | Data type |
|-------------|------------|--------------|------------------------|-----------|
| naive_rep1  | 31,390,302 | 28,788,365   | 91.71%                 | ATAC-Seq  |
| naive_rep2  | 20,925,481 | 20,184,920   | 96.46%                 | ATAC-Seq  |
| th17_rep1   | 24,324,323 | 22,963,494   | 94.41%                 | ATAC-Seq  |
| th17_rep2   | 25,843,232 | 24,397,498   | 94.41%                 | ATAC-Seq  |
| th1_rep1    | 27,162,860 | 25,336,519   | 93.28%                 | ATAC-Seq  |
| th1_rep2    | 25,472,062 | 23,787,522   | 93.39%                 | ATAC-Seq  |
| naive_rep1  | 85,653,271 | 79,477,670   | 92.79%                 | RNA-Seq   |
| naive_rep2  | 25,808,588 | 24,027,795   | 93.10%                 | RNA-Seq   |
| th17_rep1   | 80,170,798 | 75,320,465   | 93.95%                 | RNA-Seq   |
| th17_rep2   | 23,633,740 | 21,969,925   | 92.96%                 | RNA-Seq   |
| th1_rep1    | 92,306,818 | 86,500,719   | 93.71%                 | RNA-Seq   |
| th1_rep2    | 23,876,249 | 22,159,547   | 92.81%                 | RNA-Seq   |

**Supplementary Table 2** Hi-C data mapping information of T cells

| Sample name | Total reads | R1 mapped reads | R2 mapped reads | Valid pairs | Valid pairs rmdup | Cis pairs   | Trans pairs |
|-------------|-------------|-----------------|-----------------|-------------|-------------------|-------------|-------------|
| naive_rep1  | 222,551,372 | 208,307,031     | 201,992,895     | 126,607,918 | 105,051,557       | 84,373,158  | 20,678,399  |
| naive_rep2  | 227,888,752 | 212,250,305     | 204,050,689     | 101,083,694 | 84,737,669        | 65,288,591  | 19,449,078  |
| th1_rep1    | 268,123,584 | 230,145,740     | 223,133,187     | 128,555,051 | 106,280,976       | 81,901,445  | 24,379,531  |
| th1_rep2    | 274,450,108 | 261,319,688     | 248,344,073     | 142,059,994 | 116,447,925       | 97,417,115  | 19,030,810  |
| th17_rep1   | 341,031,863 | 310,902,120     | 296,405,225     | 186,736,158 | 130,651,561       | 106,161,301 | 24,490,260  |
| th17_rep2   | 244,168,673 | 231,037,469     | 219,522,619     | 141,183,727 | 118,069,522       | 96,025,153  | 22,044,369  |

## Supplementary Codes

```
##### !/usr/bin/env bash
##### sh RNA-Seq.hisat2_htseq-count_stringtie.pipeline.sh fq1 fq2 out_dir out_label .gtf
##### check_strandedness

fq1=$1
fq2=$2
out_dir=$3
out_label=$4
hisat2_index=$5
cpu=$6
gtf=$7

if [ ! -d ${out_dir} ]
then
    mkdir ${out_dir}
else
    echo ${out_dir}" exist!!!"
fi

out_dir=`cd $out_dir|pwd`/${out_dir}
fastp_dir=${out_dir}/1.fastp
hisat2_dir=${out_dir}/2.hisat2
bw_dir=${out_dir}/3.bw
htseq_count_dir=${out_dir}/41.htseq_count
featureCounts_dir=${out_dir}/42.featureCounts
stringtie_dir=${out_dir}/5.stringtie

mkdir -p ${fastp_dir}/0.logs ${fastp_dir}/1.reports ${hisat2_dir}/logs ${bw_dir}
${htseq_count_dir}/logs ${featureCounts_dir}/logs ${stringtie_dir}/logs

#### fastp cut adapter,fastqc
echo `date +%F`: "%X`": Start RNA-Seq for ${out_label}!"
echo `date +%F`: "%X`": fastp to clean data for ${out_label}!"
cd ${fastp_dir}
fastp -i $fq1 -l $fq2 -o ${out_label}_R1.fastq.gz -O ${out_label}_R2.fastq.gz -j
1.reports/${out_label}.json -h 1.reports/${out_label}.html -w $cpu &>
0.logs/${out_label}.logs

### hisat2 mapping
echo `date +%F`: "%X`": HiSAT2 mapping for ${out_label}!"
cd ${hisat2_dir}
hisat2 --dta --no-discordant --no-mixed -p $cpu -x ${hisat2_index} -1
```

```

${fastp_dir}/${out_label}_R1.fastq.gz -2 ${fastp_dir}/${out_label}_R2.fastq.gz -S
${out_label}.sam 2> logs/${out_label}.hisat2.mapping.log

echo `date +%F`: "%X`: sam to sorted.bam for ${out_label}!"
sh sam_to_sorted_bam_RNA-Seq.sh ${out_label}.sam $cpu
rm ${out_label}.sam

echo `date +%F`: "%X`: sorted.bam to bw for ${out_label}!"
cd ${bw_dir}
bamCoverage -p $cpu -b ${hisat2_dir}/${out_label}.bam -o ${bw_dir}/${out_label}.bw --
normalizeUsing RPKM &> ${out_label}.log

##### count
### htseq-count
echo `date +%F`: "%X`: Calculate read counts using htseq-count for ${out_label}!"
cd ${htseq_count_dir}
htseq-count -f bam -r pos -n $cpu -s reverse ${hisat2_dir}/${out_label}.bam ${gtf} >
${out_label}.count 2> logs/${out_label}.log

### featureCounts
echo `date +%F`: "%X`: Calculate read counts using featureCounts for ${out_label}!"
cd ${featureCounts_dir}
featureCounts -T $cpu -s 2 -p -B -C -g gene_id -t exon -g gene_id -a $gtf -o
${out_label}.count ${hisat2_dir}/${out_label}.bam &> logs/${out_label}.log

### Stringtie,FPKM
echo `date +%F`: "%X`: Calculate FPKM/TPM using Stringtie for ${out_label}!"
cd ${stringtie_dir}
stringtie ${hisat2_dir}/${out_label}.bam -p $cpu --rf -e -G ${gtf} -o ${out_label}.gtf -A
${out_label}_gene_abund.tab 2> logs/${out_label}.stringtie.log

echo `date +%F`: "%X`: Finished ${out_label} RNA-Seq!"

##### sam to bam
sam=$1
cpu=$2
flag=${sam%.sam}
bam=${flag}.bam
#sorted_bam=${flag}.sorted.bam

samtools view -bS -@ $cpu $sam|samtools sort -T $flag -@ $cpu -O bam -o - > $bam
samtools index $bam
samtools flagstat $bam > 0.${flag}.txt

```

# Supplementary material for: Multi-omic analysis reveals dynamic changes of three-dimensional chromatin architecture during T cell differentiation
**Source:** Commun Biol. 2023 Jul 24;6:773. doi: 10.1038/s42003-023-05141-1
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection ALL NCBI GEO datasets listed in Data availability were downloaded using sra toolkit version 3.0.0.

Data analysis hisat2 version 2.2.1, HTSeq version 0.13.5, stringtie version 2.1.7, R version 4.1.1, deeptools version 3.5.1, bowtie2 version 2.3.5.1, samtools version 1.3.1, bedtools version 2.30.0, MACS2 version 2.2.71, HiC-Pro version 2.11.4, TAD boundary calling by insulation score, HiCExplorer version 3.7.2, coolpup.py 0.8.7, UCSC liftover, loop calling by HiCCUPS, IGV version 2.12.2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

AI sequencing data created within this study was uploaded to NCBI GEO (<https://www.ncbi.nlm.nih.gov/geo>) and was available under the accession GSE210419. CTCF

ChIP-Sea data were downloaded from GEO for the corresponding samples:CTCF Naive CD4+T cells (GSM3498282), CTCF Th17 cells (GSM3498288) and CTCF Th1 cells (GSM1480825). The Hi-C datasets used for human CD4+T cell 3D genome analysis were from GSE126117.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No prior sample size determination was conducted. All experiments were conducted in 2 biological replicates. Statistical testing ensured significant findings.

Data exclusions

No replicates were excluded, and all attempts to replicate were successful.

Replication

All experiments were conducted in 2 biological replicates. For all sequencing data-types, successful replication has been confirmed with Principal Component Analysis.

Randomization

Randomization was relevant to the study, because the difference among three T cell lines was assessed.

Blinding

The investigators were not blinded to sample group allocation, because the difference among three T cell lines was assessed. Sample group assignments were further ensured using Principal Component Analysis on all relevant sequencing data.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a | Involved in the study

☒ ☐ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a | Involved in the study

☒ ☐ ChIP-seq

☐ ☒ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice (1-2 months old) were purchased from Slac Laboratory Animals Inc.                                                                                             |
| Wild animals            | This study did not include wild animals.                                                                                                                                   |
| Reporting on sex        | This study did not apply to only one sex.                                                                                                                                  |
| Field-collected samples | This study did not include field-collected samples                                                                                                                         |
| Ethics oversight        | All animal experiments were performed in accordance with protocols approved by the Shanghai Institute of Nutrition and Health Institutional Animal Care and Use Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mouse naive CD4+ T cells were isolated from pooled lymph nodes and spleens by using Miltenyi Biotec's isolation kit. Th1 and Th17 cells were induced from naive CD4+ T cell by specific antibodies and cytokines.                                                                                                                                                                                                                                                                                                                           |
| Instrument                | Samples were analyzed on BD Accuri C6 Flow cytometer or BD FACS Celesta flow cytometer.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                  | Data from Accuri C6 were collected and analyzed by CFlow Plus software. Data from FACS Celesta were analyzed by using FlowJo software.                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | Purity of naive CD4+ T cell were about 88%-90%. IL-17A positive population was about 40% in Th17 cells. IFN- $\gamma$ positive population was about 60% in Th1 cells.                                                                                                                                                                                                                                                                                                                                                                       |
| Gating strategy           | The collection of FACS data was conducted by the technician of Cell analyze Center of CEMC, CAS. Naive CD4 Cell purity was assessed by staining for surface expression of CD4, CD44 and CD62L markers. For differentiated Th17 cells, the expression of IL-17A and IFN- $\gamma$ were measured by intracellular staining. FOXP3 expression was also measured according to the manufacture's protocol of FOXP3 staining kit. For differentiated Th1 cells, the expression of IFN- $\gamma$ and IL-4 were measured by intracellular staining. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

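RNA-Seq counts were analysed for 6 mouse libraries, 2 each of Naive, Th17 and Th1 cells. According to the paper, reads were mapped to mm10 by Hisat2 (v2.2.1), duplicates were removed, and reads were counted per gene by HTSeq (v0.13.5). The values are whole-number raw counts, one set per library. The ATAC-Seq, Hi-C and CTCF results were not analysed, and neither was the gene ontology enrichment, for which the annotation used by Metascape was not among the files examined.

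The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 24223 genes, the 13607 that passed filterByExpr with cell type as the group were tested. TMM factors ranged from 0.862 to 1.09. The model had cell type as its only term, and the replicate number was not used as a block, because the paper's DESeq2 analysis names no covariate. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change above 1. Cell-type specific genes were those called in the same direction against each of the other 2 cell types. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. A group in which each library had 3 counts or fewer was treated as at the limit of detection. Principal components were computed from the 500 most variable genes, centred and not scaled.

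Lists of Th17 effector, interferon and virus response, Th1 effector, naive T cell, glycolysis and hypoxia, and proliferation genes were written by hand before the data were examined. They were tested by camera with an inter-gene correlation of 0.01 and by fry, with Benjamini-Hochberg adjustment over 14 comparisons. Lists of genes of B cells, myeloid cells, CD8 T cells, NK cells and erythroid cells and of the sex chromosomes were read as values per library. The genes named are those that the paper names, the 3 genes with the largest smaller change in each cell-type specific set (with more than 3 counts in every library and both libraries of that cell type beyond the other 4), and at most 5 members of each list tested. Some genes that meet these rules are not reported here. *S100a8*, *S100a9* and *Lyz2* belong to the myeloid list, and other genes named in the closing section were chosen after their values were seen.

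The depth ranged from 17742158 to 69080017 counts, and replicate 1 was sequenced between 3.31 and 3.90 times as deeply as replicate 2 in mapped reads. The model was checked on 13607 simulated genes, of which 200 were changed. edgeR recovered 92 of 100 genes changed by a log2 fold change of 3 and 45 of 100 changed by 1.5, and called 1 unchanged gene. DESeq2 recovered 92 and 52 and called 5 unchanged genes. The changed genes were drawn only from those with a mean above 1 CPM. Their counts followed the trend of spread with expression, without spread particular to single genes. So the check does not cover changed genes of lower expression or genes whose replicates differ more than the trend.

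The alternatives fixed together with the gene lists were DESeq2, RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block with edgeR and with DESeq2, only the 4 libraries compared, thinning to the smallest library, an adjusted p-value under 0.05, a test against a fold change of 2, other definitions of a specific gene, fry, other inputs to the correlations and principal components, and leaving out each library. A further 23 settings for the cell-type specific genes were compared with the paper's counts after the data were seen, among them DESeq2 with and without the block. So was a correlation over all genes.

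The paper's expression values were read from Supplementary Data 1, of which 1996 of 3363 lines were held, so that no test of overlap with that table was made. Leaving out a library leaves 1 library in a cell type, and those values carry no p-value or call.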

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

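The tests of depth were chosen only after the results were seen, and the lists of neutrophil, mast cell and basophil, and macrophage and dendritic cell genes were written before their values were tested, apart from the members named below.

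In Th17 and in Th1 compared with Naive, 15 genes changed in opposite directions, each also called between Th1 and Th17. Among those up-regulated in Th17 and down-regulated in Th1 were *Cebpe*, *Clec12a*, *Cybb*, *Gm14085*, *Hp*, *Plaur* and *Tgfbi*, and the reverse held for *Cxcr3*, *Fasl*, *Ifi44*, *Il10ra*, *Nkg7*, *Tbx21* and *Tns1*. In Th1 compared with Th17, the log2 fold changes of these genes, apart from *Ifi44*, were between -6.59 for *Hp* and 5.31 for *Tbx21*. Genes chosen for opposite changes from Naive differ between Th1 and Th17 by that choice, so the calls in this comparison are no separate evidence. *Ifi44* had 0 counts in both Th17 libraries and was at least 151-fold higher in Th1, computed against the limit of 3 counts. The paper does not report these genes as a group, apart from *Tbx21*. The polarization of the cells is a biological explanation that the design gives, and it was not tested apart from the cells of other types weighed next.

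*S100a8*, *S100a9* and *Lyz2* were high in Th17, which the paper does not report. Their log2 fold changes in Th17 compared with Naive were 10.75, 11.26 and 4.81. For *S100a9*, which had 0.646 and 0 CPM in the Naive replicates and 1039 and 1060 CPM in the Th17 replicates, the fitted value without Naive replicate 1 was 18.23, which rests on 0 counts in Naive. *S100a8* had 1149 and 1142 CPM in the Th17 replicates, against 0.969 and 0.149 CPM in Naive and 6.78 and 5.75 CPM in Th1. *Lyz2* had 223 and 762 CPM in the Th17 replicates. Sequencing depth is argued against, since after the libraries were thinned to the smallest total the log2 fold change of *S100a8* was 11.39. Cells of other types in the Th17 cultures stay open. The list of 16 neutrophil granule genes had median log2 fold changes of 4.84 in Th17 compared with Naive and 5.40 compared with Th1, and 14 of its genes were above 10 CPM in Th17 replicate 1 and 12 in replicate 2. Without *Chil3* and *Cebpe*, which had already been seen among the named genes, these medians were 4.84 and 4.85. With genes at the limit of detection set at their bound, they were 4.84 and 5.22 over the genes that are not at the limit in both cell types. The most abundant genes of the list in Th17 were *Ngp* with 266 and 190 CPM, *Ltf* with 213.5 and 150.0 CPM and *Chil3* with 206.5 and 208 CPM. Both Naive libraries also had 4 of the 16 genes above 10 CPM, *Mpo* at 251 and 159 CPM among them, and 9 genes of the list are among the Th17-specific up-regulated genes. The mast cell and basophil list had a smaller median of 2.18 in Th17 compared with Th1, and without Th1 replicate 1 its median in Th1 compared with Th17 was -3.41. Compared with Naive its median in Th17 was 2.30, and it was 4.38 without Naive replicate 1 and 1.38 without Th17 replicate 2. The macrophage and dendritic cell list had a median of 3.21 compared with Naive, or 3.38 without *Cybb*, which had already been seen, and again 3.21 with genes at the limit set at their bound. In Th17 replicates 1 and 2, 4 and 9 genes of the macrophage and dendritic cell list were above 10 CPM. For the mast cell and basophil list the numbers were 5 and 8. *S100a8* and *S100a9* were level across these replicates, unlike the 2 lists, while *Lyz2* was higher in replicate 2. All 3 lists rose, so neutrophils or their precursors are 1 candidate source among several. Transcription of these genes in the Th17 cells themselves cannot be separated from other cells by counts of whole cultures. The purity that the paper gives from FACS is that of the isolated cells, before the culture. After the culture, it gives the shares of Th17 cells positive for IL-17A and of Th1 cells positive for IFN-γ, which do not say what the remaining cells were.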

How the results depend on the processing

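Settings chosen after the data were seen are named as such. Counts of DEGs are given in the order up- and down-regulated in Th17 compared with Naive, in Th1 compared with Naive, and in Th1 compared with Th17, and counts of cell-type specific genes in the order Naive, Th17 and Th1. As reported, there were 545, 194, 631, 383, 367 and 385 DEGs, and 106, 207 and 224 up-regulated and 222, 37 and 80 down-regulated specific genes. RLE size factors gave 586, 211, 662, 403, 390 and 416 DEGs, and 117, 227 and 229 up-regulated and 238, 39 and 90 down-regulated specific genes, and thinning to the smallest library gave 486, 154, 567, 312, 320 and 326 DEGs, and 82, 179 and 200 up-regulated and 198, 32 and 64 down-regulated specific genes, each within 1.5 times the count reported.

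DESeq2 gave 1059, 661, 1096, 817, 916 and 884 DEGs, and 270, 399 and 464 up-regulated and 438, 160 and 276 down-regulated specific genes. Scaling by library size alone gave 434, 123, 399, 363, 202 and 352 DEGs, and 73, 173 and 126 up-regulated and 157, 19 and 74 down-regulated specific genes. Leaving out the filter on low counts gave 1203, 951, 1287, 972, 1188 and 1044 DEGs, and 412, 507 and 611 up-regulated and 520, 268 and 339 down-regulated specific genes. Requiring at least 10 counts in every library, which tests fewer genes, gave 250, 93, 457, 217, 252 and 159 DEGs, and 39, 55 and 160 up-regulated and 141, 24 and 48 down-regulated specific genes. Models of only the 4 libraries compared gave 721, 292, 488, 272, 465 and 557 DEGs, and 131, 310 and 227 up-regulated and 191, 47 and 60 down-regulated specific genes. An adjusted p-value under 0.05 in place of 0.01 gave 1223, 840, 1188, 976, 1036 and 1076 DEGs, and 334, 494 and 512 up-regulated and 498, 205 and 336 down-regulated specific genes. A test against a fold change of 2, which asks for more than the fold limit, gave 334, 69, 334, 177, 154 and 195 DEGs, and 46, 111 and 97 up-regulated and 117, 10 and 21 down-regulated specific genes. For the specific genes alone, a comparison with the mean of the other 2 cell types gave 427, 601 and 667 up-regulated and 563, 174 and 297 down-regulated genes, and asking that the other 2 cell types were not called different gave 103, 174 and 185 up-regulated and 165, 30 and 69 down-regulated. Apart from the stricter and looser thresholds, whose construction sets their direction, the cause was not tested.

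The replicate number was also tried as a block. The differences between replicates had a Pearson's r across genes of -0.23 between Naive and Th17, 0.17 between Naive and Th1 and 0.08 between Th17 and Th1. These values cannot decide whether the replicate number pairs the samples, because differences within single cell types can hide a shared one. The block gave 706, 329, 839, 563, 492 and 549 DEGs, and 174, 294 and 294 up-regulated and 295, 62 and 143 down-regulated specific genes with edgeR, and 928, 568, 1062, 720, 841 and 784 DEGs, and 246, 354 and 458 up-regulated and 410, 144 and 252 down-regulated specific genes with DESeq2. No gene was called between replicate 1 and replicate 2, and 743 had an unadjusted p-value under 0.05. The number of genes called between the replicates rose from 0 to 117 without the filter on low counts, and to 1 at an adjusted p-value under 0.05. The cause was not tested.

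After the data were seen, 23 settings for the specific genes were compared with the paper's counts, DESeq2 with and without the block among them. The others are given here in full, since the closest of many settings is no evidence of the paper's method. On all genes, DESeq2 gave 424, 570 and 628 up-regulated and 591, 277 and 445 down-regulated at an unadjusted p-value under 0.01, 423, 574 and 627 up-regulated and 590, 282 and 448 down-regulated at an adjusted p-value under 0.05, 272, 405 and 471 up-regulated and 443, 162 and 279 down-regulated with independent filtering at 0.01, and 272, 401 and 482 up-regulated and 451, 167 and 281 down-regulated without a fold limit. On all genes with the block, DESeq2 gave 410, 526 and 625 up-regulated and 593, 289 and 436 down-regulated at an unadjusted p-value under 0.01, 401, 522 and 620 up-regulated and 578, 281 and 425 down-regulated at an adjusted p-value under 0.05, 250, 357 and 462 up-regulated and 413, 146 and 253 down-regulated with independent filtering at 0.01, and 246, 354 and 458 up-regulated and 410, 144 and 252 down-regulated without a fold limit. On genes with a sum of counts above 10, DESeq2 gave 268, 398 and 467 up-regulated and 441, 162 and 272 down-regulated genes at the thresholds reported, 419, 562 and 626 up-regulated and 585, 277 and 436 down-regulated at an unadjusted p-value under 0.01, 419, 569 and 628 up-regulated and 585, 282 and 445 down-regulated at an adjusted p-value under 0.05, 273, 399 and 467 up-regulated and 444, 165 and 273 down-regulated with independent filtering at 0.01, and 272, 401 and 491 up-regulated and 456, 171 and 279 down-regulated without a fold limit. On genes with a mean count above 1, DESeq2 gave 270, 397 and 465 up-regulated and 442, 163 and 272 down-regulated genes at the thresholds reported, 420, 564 and 627 up-regulated and 587, 277 and 436 down-regulated at an unadjusted p-value under 0.01, 422, 569 and 628 up-regulated and 589, 282 and 444 down-regulated at an adjusted p-value under 0.05, 273, 400 and 472 up-regulated and 444, 165 and 274 down-regulated with independent filtering at 0.01, and 274, 400 and 486 up-regulated and 456, 171 and 278 down-regulated without a fold limit. DESeq2 on only the 4 libraries compared gave 290, 455 and 482 up-regulated and 361, 174 and 214 down-regulated. With the other 2 cell types not called different, it gave 246, 319 and 359 up-regulated and 295, 136 and 234 down-regulated. With 1 cell type against the other 2 pooled, it gave 312, 421 and 482 up-regulated and 610, 189 and 444 down-regulated. The correlations between replicates over all genes, with log2 of the DESeq2-normalized count plus 1, were also added after the data were seen and were 0.987 for Naive, 0.989 for Th17 and 0.988 for Th1.

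Among the gene lists, the direction of each median held under each alternative that kept all libraries. Scaling by library size alone moved the median log2 fold change of all genes tested to -0.26 in Th1 compared with Naive and -0.24 in Th1 compared with Th17, from -0.02 and -0.03. The 48 interferon and virus response genes were all higher in Th1 than in Th17 under each of the scalings tried, and 42 were higher than in Naive with library size alone. With fry in place of camera, which leaves the medians as they are, 4 comparisons no longer passed 0.01. These were the interferon and virus response genes in Th1 compared with Naive (median 1.07) and with Th17 (2.03), the glycolysis and hypoxia genes in Th1 compared with Th17 (0.74), and the proliferation genes in Th1 compared with Naive (1.62). The proliferation genes in Th1 compared with Th17 passed 0.01 with library size alone (median 0.66), without the filter on low counts (0.87) and with the block (0.53). The cause was not tested.

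Across the 4 fits that each left out 1 library of a comparison, the median log2 fold change of the Th17 effector genes in Th17 compared with Naive ranged from 3.44 to 3.86. The Th1 effector genes ranged from 2.03 to 2.36 compared with Naive and from 1.40 to 1.86 compared with Th17. The glycolysis and hypoxia genes in Th1 ranged from 1.77 to 2.02 compared with Naive and from 0.68 to 0.91 compared with Th17. The interferon and virus response genes in Th1 ranged from 1.18 to 2.32 compared with Th17, and from 0.26 to 1.54 compared with Naive, with the lowest value of each without Th1 replicate 1. For the naive T cell genes in Th1 compared with Naive the range was from -0.19 to 0.59, with a reversed direction without Th1 replicate 2 and without Naive replicate 1 (-0.04). In Th17 compared with Naive, their median was -0.22 without Naive replicate 2, against -0.50 with it. The proliferation genes in Th1 compared with Th17 ranged from -0.24, without Th1 replicate 1, to 1.45. Compared with Naive they were at 0.51 without Th1 replicate 1, and in Th17 compared with Naive at 0.03 without Naive replicate 2 and 1.31 without Naive replicate 1. Which property of these libraries moved the values was not tested.

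With 1 library left out, the called genes kept an absolute log2 fold change above 1 in the same direction in each fit, but this says little about stability. The smallest absolute log2 fold change among the called genes was already 1.25, 1.28 and 1.23 in the 3 comparisons, and a call asks for little spread between replicates. The smallest values without a library were 1.18, 1.06 and 1.13, while single genes moved by up to 9.27. Such fits have 1 library in a cell type and give no call.

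For 11 genes or markers that the paper names and *S100a8*, *S100a9* and *Lyz2*, 269 of 294 results under the tested alternatives kept their direction and their side of the threshold, 9 were weaker, 16 were stronger and 0 reversed. Without 1 library, 159 of 168 values moved by less than the spread between replicates, 6 moved further and 3 reversed. The 3 that reversed were *Klf4* in Th1 compared with Th17, from -0.13 to 0.81, *Maf* in Th1 compared with Naive, from -0.43 to 0.72, and *Il17a* in Th1 compared with Naive, from -1.77 to 2.93. The reversals were without Th1 replicate 2 for *Klf4* and without Th1 replicate 1 for *Maf* and *Il17a*. *Il17a* had 1 count in Naive replicate 2 and 1 in Th1 replicate 2, so that depth limits that comparison.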

Differences from the paper's values

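The paper's numbers of cell-type specific up-regulated genes are 297 in Naive, 392 in Th17 and 479 in Th1, against 106, 207 and 224 here. Its numbers of down-regulated genes are 611, 198 and 444, against 222, 37 and 80 here. Of the alternatives set before the data were examined, an adjusted p-value under 0.05 and no filter on low counts came within 1.5 times of the paper's count for all 6 sets. DESeq2, the tool that the paper names, did so with and without the replicate block for each set except the Th1 down-regulated genes (276 and 252). The comparison with the mean of the other 2 cell types did so for each set except the Th17 up-regulated genes (601). The replicate block with edgeR (294) and models of only the 4 libraries compared (310) did so for the Th17 up-regulated genes alone. RLE size factors, library size alone, at least 10 counts in every library, thinning, the test against a fold change of 2, and asking that the other 2 cell types were not called different did so for none.

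Of the 23 settings compared with these counts after seeing the values, DESeq2 with 1 cell type against the other 2 pooled came closest, with 312, 421 and 482 up-regulated and 610, 189 and 444 down-regulated genes. It was chosen after seeing the values and is not known to be the paper's method. Of its genes, 257, 360 and 418 up-regulated and 436, 149 and 276 down-regulated genes were also called by DESeq2 against each of the other cell types. The other added settings came within 1.5 times of the paper's counts for the 3 up-regulated sets and the Th17 down-regulated set, and, except with only the 4 libraries compared (361) and with the other 2 cell types not called different (295), for the Naive down-regulated set. For the Th1 down-regulated genes, the added settings with an unadjusted p-value under 0.01 or an adjusted p-value under 0.05 did so, with 444 genes for a mean count above 1 and an adjusted p-value under 0.05.

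The paper's Pearson correlation between the Th1 replicates is about 0.98 in Supplementary Fig. 3b, read by eye, against 0.975 here. Its lowest and highest correlations between cell types are about 0.92 and about 0.96 in Supplementary Fig. 3b, read by eye, against 0.860 and 0.928. None of the alternatives set before the data were examined closed these gaps. Over all genes, with log2 of the DESeq2-normalized count plus 1, a setting chosen after seeing the values, the correlations were 0.988, 0.953 and 0.976, which did not close them either.

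From the paper's FPKM values in Supplementary Data 1, of which 1996 of 3363 lines were held, the log2 ratio of *Tbx21* in Th1 compared with Naive is the paper's 2.50, against 2.75 here. FPKM, as the paper defines it, is relative to mapped fragments, while the values here are TMM-scaled estimates, so the scalings are unlike. Library size alone (2.49) closed the gap. Without Naive replicate 2 (2.67) or Th1 replicate 2 (2.64) the gap was narrower and within the spread between replicates, and the other alternatives set before the data were examined did not bring it there. For *Hif1a* in Th1 compared with Th17 the paper's ratio is 0.93, against 1.13 here, and of those alternatives only library size alone (0.91) closed the gap. For *Klf4* in Th1 compared with Th17 the paper's ratio is -0.20, against 0.38 here, and only leaving out Th1 replicate 2 (-0.13) closed the gap.

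The paper states that the expression of *Hif1a* was increased in Th1 compared with Naive and Th17. Both differences had that direction here, and the one from Th17 (1.13) was not called, while DESeq2 with and without the replicate block called it. The paper describes *Klf4* as higher in Naive than in activated cells. The difference from Th17 (-2.00) was not called here and was called by DESeq2, and the one from Th1 (-1.63) was called by none of the alternatives set before the data were examined. The methods state that reads were counted for each protein-coding gene, and 1817 of the genes listed are lncRNA and 1173 are miRNA in RefSeq.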

Other observations

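The tests of depth for *Jun* and of the interferon genes, those of a shared batch, GC content and gene length, and the comparisons of the immediate early list with Naive, were chosen only after the results were seen, while the tests of the blood lineage list, with its test of depth, and of the immediate early list were set before their values were seen.

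Genes of the erythroid and megakaryocyte lineages were higher in Naive replicate 1 than in replicate 2, with a median log2 difference of 2.86 over the 14 genes tested. After thinning to the smallest library the median was 2.20, which argues against depth as the whole cause. Erythroid or megakaryocyte cells in 1 Naive preparation may be a source, and this stays open. The hemoglobin genes *Hbb-bs*, *Hbb-bt*, *Hba-a1* and *Hba-a2*, which red blood cells and their late precursors express strongly, had 0 counts in all 6 libraries. These genes are close copies of each other, and whether reads shared between copies were left uncounted was not tested, so the zeros do not show that such cells were absent. *Alas2* had 3.02 and 0.347 CPM in the Naive replicates. *Klf1* had 97.5 and 16.2 CPM in the Naive replicates, *Gata1* 94.6 and 21.1 CPM, and *Epor* 63.4 and 7.38 CPM, and 8 genes of the list were above 10 CPM in Naive replicate 1 against 2 in replicate 2. Not every gene of the list moved so, since *Gp1ba* had 1.78 and 1.88 CPM in the Naive replicates. Nor were all its genes highest in Naive, since 6 were higher and 8 lower in Th17 than in Naive. *Ppbp* had 0.0587 and 0 CPM in the Naive replicates and 60.8 and 88.5 CPM in Th17. *Itga2b* had 15.9 and 4.70 CPM in Naive and 63.6 and 76.9 CPM in Th17. *Aqp1* and *Car1*, which lead the Naive-specific up-regulated genes, were 288 against 39.0 CPM and 463 against 85.8 CPM in the Naive replicates. *Mpo* and *Kit* (99.8 and 29.6 CPM) were also found in both Naive libraries. Other lists were read as the median log2 CPM per library after the mean of each gene was subtracted. In Naive replicates 1 and 2, the NK cell genes stood at 2.34 and 0.64 and the myeloid genes at -0.34 and -1.28. The B cell genes stood at -0.93 and -2.49, and the CD8 T cell genes at -0.21 and -0.24. So the difference was not limited to the erythroid and megakaryocyte list, and these cells were not tested as its source.

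*Jun* was higher in Th1 than in Th17, and after thinning its log2 fold change was 4.64, which argues against depth. *Jun* did not stand alone, since *Fos* was higher in Th1 than in Th17 by 6.02, and *Fosb* and *Dusp1* are among the Th17-specific down-regulated genes. Part of the difference lies in lower values in Th17. Compared with Naive, *Fos* had log2 fold changes of -5.47 in Th17 (adjusted p = 0.0021) and 0.55 in Th1 (adjusted p = 0.63), while *Jun* was higher in Th1 by 2.68. A list of 16 immediate early genes, without *Jun* and without *Fos*, whose values had been seen, had a median log2 fold change of -1.13 in Th17 compared with Naive, with 13 genes lower. In Th1 compared with Naive the median was 0.02, with 8 genes higher and 8 lower, and it was -0.66 without Th1 replicate 2, 0.53 without Th1 replicate 1 and -0.33 without Naive replicate 1. Whether the Th1 cells had a general immediate early response at harvest stays open. The median in Th1 compared with Th17 was 0.56, under the limit of 1 that was set for it before, but 10 genes were higher and 6 lower in Th1, from -1.33 to 3.94. It was 0.86 without Th1 replicate 1 and 0.10 without Th1 replicate 2. A median over genes that go both ways decides little, and reading it as undecided was chosen after the value was seen.

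The interferon and virus response genes differed between the Th1 libraries, with a median log2 difference of 1.07 in replicate 1 over replicate 2 and 44 of 48 genes higher. After thinning the median was 1.06, which argues against depth. None of 10000 random lists matched on expression had a median as high. With the real list counted among them the share was 0.01%, the smallest that this number of lists can give. This argues against a difference shared by genes of like expression. Genes of 1 pathway move together, so this share is not a p-value for a difference between cells. A difference in the interferon response between the cultures may be the source, a hypothesis that was not tested.

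Within each cell type, the replicates differed. The correlation of these differences across genes was -0.23 between Naive and Th17, 0.17 between Naive and Th1 and 0.08 between Th17 and Th1. The lowest argues against a batch shared by all 3 cell types as the main source of these differences. It cannot exclude a weaker shared batch hidden by differences within single cell types, and replicate 1 was the deeper library in each. A batch shared by only some of them, such as Naive and Th1, stays open. Spearman's rho across genes between GC content and the difference between replicates was -0.0383 in Naive, 0.380 in Th17 and -0.138 in Th1, and with gene length it was -0.270, 0.30 and 0.0911. The smallest of each, -0.0383 and 0.0911, argue against GC content and length as a cause common to the 3 cell types. A small value in 1 cell type says nothing of the others, and within single cell types GC content and length stay open.

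The list of 20 naive T cell genes had a median log2 fold change of -0.50 in Th17 compared with Naive, with an adjusted p-value of 0.040 by camera and 0.45 by fry. In Th1 compared with Naive it was 0.31 (0.95 by both), with 12 genes higher and 8 lower, and it was -0.19 without Th1 replicate 2 and -0.04 without Naive replicate 1. The 24 proliferation genes had medians of 0.55 in Th17 and 1.62 in Th1 compared with Naive and of 0.85 in Th1 compared with Th17, with adjusted p-values of 0.21, 2.7e-04 and 0.012 by camera and of 0.67, 0.39 and 0.55 by fry. The last of these medians was -0.24 without Th1 replicate 1.

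Some lists were read as the median log2 CPM per library after the mean of each gene was subtracted. The B cell genes, 9 of them tested, stood at 1.93 and 2.22 in the Th17 replicates, -0.93 and -2.49 in Naive and -0.79 and -0.88 in Th1. The myeloid genes stood at 1.97 and 2.84 in Th17, -0.34 and -1.28 in Naive and -1.58 and -1.80 in Th1. For the 3 NK cell genes tested, the values were 2.34 and 0.64 in Naive, 0.76 and -0.23 in Th17 and -1.32 and -1.72 in Th1. The CD8 T cell list, with 2 genes tested, stood between -0.52 and 0.73. The erythroid list had 1 gene tested, at 2.54 in Naive replicate 1 and -0.42 in replicate 2, and the sex-chromosome list had 1, between -0.65 and 0.85.

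Genes of the proteins measured by flow cytometry were as follows. *Il17a* had 608 ± 116 CPM in Th17 and 0.302 ± 0.338 CPM in Th1. *Ifng* had 167 ± 14.2 CPM in Th1, 56.7 ± 11.2 CPM in Th17 and 4.55 CPM in Naive. *Il4* had 4.23 CPM in Th17 and 0.624 CPM in Th1. *Foxp3* had 54.6 ± 21.7 CPM in Naive, 15.9 ± 4.55 CPM in Th17 and 10.1 ± 4.43 CPM in Th1.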
